# The Circadian Clock Maintains Cardiac Function by Regulating Mitochondrial Metabolism in Mice

**DOI:** 10.1371/journal.pone.0112811

**Published:** 2014-11-12

**Authors:** Akira Kohsaka, Partha Das, Izumi Hashimoto, Tomomi Nakao, Yoko Deguchi, Sabine S. Gouraud, Hidefumi Waki, Yasuteru Muragaki, Masanobu Maeda

## Abstract

Cardiac function is highly dependent on oxidative energy, which is produced by mitochondrial respiration. Defects in mitochondrial function are associated with both structural and functional abnormalities in the heart. Here, we show that heart-specific ablation of the circadian clock gene *Bmal1* results in cardiac mitochondrial defects that include morphological changes and functional abnormalities, such as reduced enzymatic activities within the respiratory complex. Mice without cardiac *Bmal1* function show a significant decrease in the expression of genes associated with the fatty acid oxidative pathway, the tricarboxylic acid cycle, and the mitochondrial respiratory chain in the heart and develop severe progressive heart failure with age. Importantly, similar changes in gene expression related to mitochondrial oxidative metabolism are also observed in C57BL/6J mice subjected to chronic reversal of the light-dark cycle; thus, they show disrupted circadian rhythmicity. These findings indicate that the circadian clock system plays an important role in regulating mitochondrial metabolism and thereby maintains cardiac function.

## Introduction

Heart function relies on oxidative energy that is supplied continuously by mitochondria. Because energy demand in the heart varies across the sleep/wake cycle, timely supply of energy may benefit the heart and optimize its function. This time-dependent energy metabolism is subject to the circadian clock system, in which a set of core clock genes play a major role. Without clock gene function, the daily rhythms in heart energy metabolism are impaired [1], [2]. Interestingly, previous studies have demonstrated that defects in clock gene function not only dampen the metabolic rhythms in the heart but also alter cardiac function [3], indicating a close relationship between clock gene function and heart energy homeostasis with respect to the regulation of cardiac function. However, little is known about how the circadian clock system coordinates the heart energy balance, which directly impacts cardiac function.

As the molecular machinery of the circadian clock was identified, it became clear that the roles of the clock genes were not limited to the regulation of physiological rhythms. Clock genes also participate in fundamental physiological processes, such as the immune response [4], [5], gastrointestinal digestion/absorption [6], [7], and renal function [8], [9]. Perhaps most striking was the observation that even fuel and energy metabolism is under the control of clock genes. Using mouse models of clock gene dysfunction, clock genes were demonstrated to regulate carbohydrate and lipid metabolism, such as hepatic gluconeogenesis [10], [11], pancreatic insulin secretion [12], and fat cell differentiation [13],[14]. In addition to these tissue-specific roles of clock genes in energy metabolism, more ubiquitous metabolic processes, such as the control of cellular redox, are associated with clock-gene function [15], [16], [17]. More importantly, recent studies have revealed that mitochondrial oxidative respiration is also influenced by the function of clock genes in liver and muscle [18], [19]. Because functional clock genes are widespread throughout the body [20], [21], mitochondrial function may be impaired in almost every cell if clock genes do not function appropriately, and this mitochondrial dysfunction may be more apparent in energy-demanding tissues, such as the heart and muscles.

Defects in mitochondrial function have been implicated in the development of heart failure in humans and rodents [22], [23]. Mitochondrial function is highly dependent on the number and/or structure of these organelles and on their capacity for metabolic processes, including fatty acid oxidation (FAO), the tricarboxylic acid (TCA) cycle, and mitochondrial respiration. A substantial portion of the literature has focused on the role of mitochondrial metabolism in the maintenance of cardiac function and has uncovered an integrated regulation of mitochondrial dynamics and bioenergetics by transcription factors and their related molecules [24], [25], [26]. These factors include peroxisome proliferator-activated receptors (PPARs) [27], [28], estrogen-related receptors (ERRs) [29], [30], and PPARγ coactivator-1 (PGC-1) [31], and transcript levels of these genes influence the contractility of cardiac muscle. Importantly, some of these transcription factors interact with protein products of clock genes. Specifically, clock genes and genes encoding PPARα and PGC-1α, key players in mitochondrial dynamics and bioenergetics, interact to regulate their own transcription [32], [33], [34], indicating a close association between the clock and mitochondrial function at the molecular level.

In this study, we hypothesized that cardiac mitochondria may require normal circadian clock function to maintain cardiac function. To demonstrate that dysregulation of the circadian clock leads to cardiac mitochondrial defects, which then leads to reduced cardiac function, we used two mouse models of circadian clock dysregulation, one in which the clock gene *Bmal1* was knocked out in the heart and another that was exposed to continuous disturbance of the external light-dark (LD) cycle, which disrupts behavioral and physiological rhythms.

## Results

### Heart-specific *Bmal1* knockout mice develop congestive heart failure with age

To test the hypothesis that the circadian clock is involved in the maintenance of cardiac function by regulating mitochondrial metabolism, we first examined the effect of heart-specific disruption of the clock on both cardiac morphology and function. We generated heart-specific *Bmal1* knockout (*H-Bmal1* ^−/−^) mice by crossing mice bearing a floxed *Bmal1* gene with mice expressing the Cre recombinase under the control of the αMHC promoter. We compared the cardiac phenotypes of 12-week-old *H-Bmal1* ^−/−^ mice with those of littermate control animals with a floxed *Bmal1* gene but no *Cre* transgene. As shown in previous reports using mice with heart-specific disruption of clock genes [35], *H-Bmal1* ^−/−^ mice showed an increase in heart size and heart weight (HW)/body weight (BW) ratio compared with control animals (Figure 1, A and B). Histological analysis revealed that the increase in heart size observed in the *H-Bmal1* ^−/−^ mice was due to thickening of the left ventricular (LV) wall (Figure 1, C and D). In addition to these morphological changes, heart function was also altered in *H-Bmal1* ^−/−^ mice. Although neither the LV internal diameter at diastole (LVIDd) nor systole (LVIDs), as assessed by echocardiogram, was significantly different, LVIDs tended to be higher in *H-Bmal1* ^−/−^ mice compared with control animals, which led to a significant decrease in fractional shortening (Figure 1E), indicating that *H-Bmal1* ^−/−^ mice developed heart failure. Consistent with these functional analyses, the expression levels of markers of heart failure (*ANP* and *BNP*) were increased in heart tissue from *H-Bmal1* ^−/−^ mice (Figure 1F). Although cardiac function may have been affected by disrupted physiological rhythmicity, such as behavioral and cardiovascular rhythms, the daily rhythms in locomotor activity, blood pressure, and heart rate were not different between control and *H-Bmal1* ^−/−^ mice (Figure S1, A and B).

**Figure 1:**
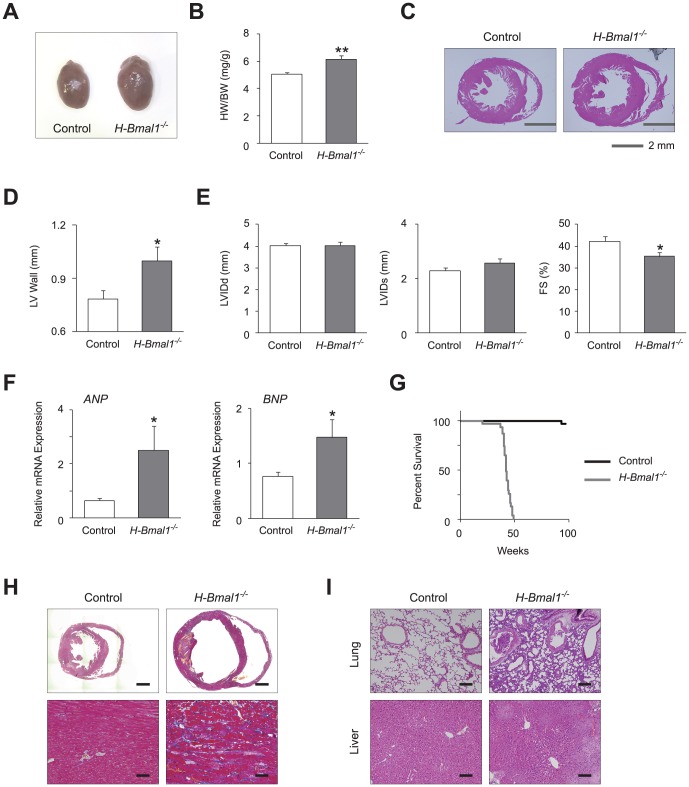
*H-Bmal1* ^−/−^ mice develop progressive congestive heart failure with age. (A) Representative gross morphology of hearts from 12-week-old control and *H-Bmal1* ^−/−^ mice. (B) Ratios of heart weight to body weight (HW/BW) at 12 weeks of age (n = 6 per group). (C) Low-power views after H&E staining of transverse sections from control and *Bmal1* ^−/−^ hearts at 12 weeks of age. (D) LV lateral wall thickness determined in histological images used in (C) (n = 5 per group). (E) Echocardiographic analysis in 12-week-old control and *H-Bmal1* ^−/−^ animals (n = 8–9 per group). LV internal diameter at diastole (LVIDd) and at systole (LVIDs) and fractional shortening (FS) are shown in bar graph format. (F) Transcript expression levels of *ANP* and *BNP* in control and *H-Bmal1* ^−/−^ mice at 12 weeks of age (n = 6 per group). (G) Kaplan-Meier survival curves of control and *H-Bmal1* ^−/−^ animals (n = 31 per group). (H) Low-power views (top panels, scale bar: 1 mm) and high-magnification views (bottom panels, scale bar: 25 µm) of Masson's trichrome staining of heart sections from 33-week-old control and *H-Bmal1* ^−/−^ mice. (I) High-magnification views of H&E staining of lung (top panels) and liver (bottom panels) sections from the same animals used in (H). Scale bar: 50 µm. Data are the mean ± SEM. *P<0.05, **P<0.01, unpaired two-tailed Student's *t*-test.

We further explored the impact of age on heart failure in *H-Bmal1* ^−/−^ mice by examining 24-week-old or older animals. As was observed in the 12-week-old animals, the HW/BW ratio was increased in 24-week-old *H-Bmal1* ^−/−^ mice, although the degree of the difference between *H-Bmal1* ^−/−^ and control animals was smaller at 24 weeks of age than at 12 weeks of age (Figure 1B and Figure S2A). In contrast, functional analyses showed that *H-Bmal1* ^−/−^ animals at 24 weeks of age exhibited a more profound decrease in heart function than at 12 weeks of age. Although not observed in 12-week-old animals, both LVIDd and LVIDs were significantly increased in 24 week-old *H-Bmal1* ^−/−^ mice compared with control animals (Figure 1E and Figure S2B). Furthermore, systolic contractility (fractional shortening) was more severely decreased in 24-week-old than 12 week-old *H-Bmal1* ^−/−^ mice when compared with age-matched control animals (16% vs. 20% decrease at 12 and 24 weeks of age, respectively; Figure 1E and Figure S2B).

The progressive reduction in heart function with age resulted in early mortality in *H-Bmal1* ^−/−^ mice. Although almost all control animals survived beyond the study period (96 weeks), the majority of *H-Bmal1* ^−/−^ mice died at approximately 40 weeks of age (average life span, control 95.8 weeks vs. *H-Bmal1* ^−/−^ 41.3 weeks; log-rank test, χ^2^ = 62.0, df = 1, p<0.001; Figure 1G). The existence of quite severe heart failure was indicated in histological analyses from 33-week-old *H-Bmal1* ^−/−^ mice, which showed ventricular dilation, thinned myocardial walls, thrombosis in the ventricle, and myocardial fibrosis (Figure 1H). In addition to the heart tissue, histological changes that indicated severely decreased cardiac function were observed in other organs of 33-week-old *H-Bmal1* ^−/−^ mice. The lung tissue of these animals showed vascular wall thickness, congestion, and infiltration of inflammatory cells, which are all often observed with severe congestive heart failure (Figure 1I). Signs of congestion in *H-Bmal1* ^−/−^ animals were also observed in the liver, including dilatation of hepatic sinusoids and central veins (Figure 1I). Collectively, our data show that defects in the function of the *Bmal1* gene in heart lead to progressive heart failure, which results in congestion of multiple organs and a short life span.

### *Bmal1* deficiency alters cardiac energy metabolism

To examine whether the heart failure observed in *H-Bmal1* ^−/−^ mice was due to alterations in cardiac energy metabolism, we performed a DNA microarray analysis to detect changes in expression of the genes responsible for this failure. 

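Left ventricular RNA was taken at ZT 2 from 6 control and 6 *H-Bmal1* -/- male mice aged 12 weeks, and the RNA of the 6 animals of a genotype was pooled before labeling. Each pool was hybridized to 1 Agilent SurePrint G3 Mouse array in a single color (Cy3), so that the experiment holds 1 array per genotype. *Arntl*, the official symbol of *Bmal1*, had a log2 ratio of -0.80 in the knockout pool relative to the control pool from 1 probe. The place of that probe relative to the deleted part of the gene is not given in the sources used here, so it may not test the deletion. *Nr1d1*, which encodes REV-ERBα and is a direct target of BMAL1, had a log2 ratio of -2.09. The control animals were littermates with a floxed *Bmal1* gene and no *Cre* transgene, whereas the sample labels call their genotype wild type. The authors obtained background-corrected and normalized signal intensities with Agilent Feature Extraction, and both arrays were on 1 slide and in 1 scan. The arrays hold no comparison of Cre alone. Of 59305 noncontrol spots, 29288 (49.4%) were well above background on the control array and 29672 (50.0%) on the knockout array, and no noncontrol spot was saturated. The 75th percentile of the processed signal was 171 on the control array and 190 on the knockout array. For the values given here, the log2 processed signal of each array was set relative to its own 75th percentile, spots of 1 probe were averaged, and the value of a gene was the mean over its probes that were well above background on at least 1 array. Ratios are the knockout pool minus the control pool on the log2 scale. Where a gene was well above background on 1 array only, the difference is given as a bound, the signal on the bright array against the higher of the lowest signal well above background on the dim array and the gene's own value there. Where the gene's own value was the higher, this is only the measured ratio and sets no minimum. Symbols could be given to 13842 measured genes, of which 13040 were well above background on both arrays. With 1 array per genotype there is no replicate error and no test was possible, so genes and gene groups are described as higher or lower in 1 pool than in the other. Genes were counted by a fixed rule of at least 1.5-fold. Gene lists were fixed before the data were examined, except the groups of the heat maps, which the study chose on these samples. The median of a fixed list was also placed among 10000 random lists of the same size matched on mean signal, a percentile that describes these 2 arrays alone. Between spots of 1 probe, printed at least 8 times on each array, the median SD of the log2 ratio was 0.07 over 247 probes, which is spot error and holds no difference between animals.

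**Figure D1:**
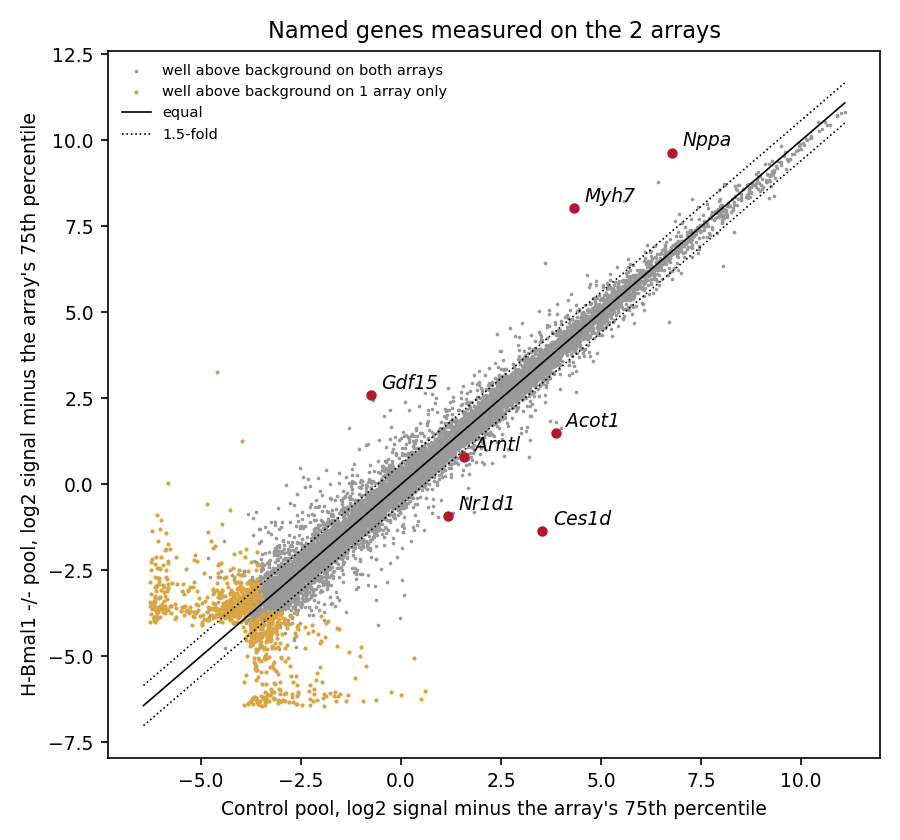
Log2 signal of each named gene relative to the 75th percentile of its array in the control pool (horizontal axis) and in the *H-Bmal1* -/- pool (vertical axis). Each point is 1 gene, gray where the gene was well above background on both arrays and yellow where it was so on 1 array only, the solid line marks equal signal and the dotted lines a 1.5-fold difference. The median absolute log2 ratio of the gray points is 0.18, *Nr1d1* lies below the solid line at a log2 ratio of -2.09, and red points mark the genes named.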

As approximately 8% of the genes expressed in the heart show circadian rhythmicity [36], and because we only used samples dissected at ZT 2 (ZT 0 defined as lights on), the limitations of our microarray analysis are that the detected changes might simply be due to shifted peaks or troughs of gene expression and that the analysis might not detect all gene expression changes. Nevertheless, we found that broad classes of genes regulating cellular energy metabolism were upregulated or downregulated in the heart tissues of 12-week-old *H-Bmal1* ^−/−^ mice compared with those of control animals (Figure 2A). 

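Of the measured genes, 851 were at least 1.5-fold higher and 807 at least 1.5-fold lower in the knockout pool. Among genes well above background on both arrays, those with the lowest ratios included *Ces1d*, *Acot1*, *Pfkfb1* and *Maob*. *Ces1d*, a carboxylesterase that hydrolyzes triacylglycerol, was 29.8-fold lower, and *Acot1*, an acyl-CoA thioesterase, was 5.21-fold lower. *Pfkfb1*, an isoform of the enzyme that makes and degrades fructose-2,6-bisphosphate, was 6.12-fold lower, and *Maob*, a mitochondrial monoamine oxidase, was 5.36-fold lower. Other genes at that end of the array were *Kcnv2*, which encodes a potassium channel subunit (log2 ratio -2.81), *Ddc*, which encodes DOPA decarboxylase (-2.74, or -2.11 for its probe well above background on both arrays), and *Tac1*, which encodes a tachykinin precursor (-2.48). At the other end, *Myh7*, the fetal myosin heavy chain, was 12.9-fold higher and *Nppa*, which encodes ANP, was 7.31-fold higher. Without scaling between the arrays every log2 ratio was 0.15 higher, so that 1336 genes were at least 1.5-fold higher and 527 lower, with the median of all genes at 0.14. After a normexp background correction, chosen once the files had been seen, 369 were higher and 248 lower, and *Ces1d*, *Kcnv2*, *Ddc* and *Tac1* were at -4.00, -1.55, -1.09 and -1.24.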

Because fatty acids are the preferred metabolic substrate for adult cardiomyocytes, we first investigated the expression of genes regulating fatty acid metabolism. Although a few genes were upregulated, the majority of genes associated with fatty acid transport were downregulated in *Bmal1* ^−/−^ hearts (Figure 2A). In addition to fatty acid transporters, the mRNA expression levels of a variety of enzymatic components that regulate mitochondrial FAO (e.g., *Ehhadh* and *Hadha*) were also downregulated in *Bmal1* ^−/−^ hearts (Figure 2A). 

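Of 21 measured genes of fatty acid uptake, activation and the carnitine shuttle, 18 were lower in the knockout pool, with a median log2 ratio of -0.34 (percentile 0.0 among matched random lists). *Slc22a5*, the plasma membrane carnitine transporter, was 1.78-fold lower, and *Acsl6*, an acyl-CoA synthetase, had a log2 ratio of -1.56. *Acsm5*, a medium-chain acyl-CoA synthetase, was not well above background in the knockout pool and was at least 4.57-fold lower (log2 ratio -0.81 after normexp). The genes that were higher were *Slc27a3* (log2 ratio 0.64), *Acsl5* (0.39) and *Crot* (0.15), of which *Crot* encodes the peroxisomal carnitine octanoyltransferase. After normexp, *Acsl6* was at -0.86 and *Slc27a3* at 0.30, and without scaling the median of the 21 genes was -0.19 with 16 lower. Of the 17 fatty acid transport genes shown in Figure 2A, which the study chose on these samples, 14 were lower. Of 10 markers of endothelial cells, 8 were lower, with a median log2 ratio of -0.11 that became 0.04 without scaling between the arrays.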

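Genes of mitochondrial fatty acid oxidation were lower almost without exception. Of 18 measured enzymes and electron carriers in a fixed list, 17 were lower in the knockout pool, and the median log2 ratio was -0.36 (percentile 0.0 among matched random lists), a 1.29-fold difference. *Decr1*, the 2,4-dienoyl-CoA reductase needed for unsaturated fatty acids, was 1.66-fold lower. *Hadh*, the short-chain hydroxyacyl-CoA dehydrogenase, had a log2 ratio of -0.64 and *Eci1*, an enoyl-CoA isomerase, of -0.62. *Hadha*, a subunit of the trifunctional protein, was 1.48-fold lower. *Ehhadh*, the bifunctional enzyme that the fixed lists place with peroxisomal genes, was 1.76-fold lower, and at a log2 ratio of -0.54 after normexp. The 1 member above 0 was *Acad11*, at 0.04. In Figure 2A, 11 of the 12 genes of this group, which the study chose on these samples, were lower on these arrays. Without scaling, 15 of the 18 genes of the fixed list were lower, with a median of -0.21.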

Importantly, despite the decrease in mitochondrial FAO genes, genes for peroxisomal FAO (*Acox 2* and *Acox3*) were upregulated in *Bmal1* ^−/−^ hearts (Figure 2A), indicating some compensation from mitochondrial to peroxisomal FAO. 

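*Acox2*, the peroxisomal branched-chain acyl-CoA oxidase, was 1.71-fold higher in the knockout pool, and *Acox3* had a log2 ratio of 0.04. The ratio of *Acox3* is a mean over 2 probes at -0.26 and 0.34. Over 13 measured peroxisomal genes of a fixed list, 8 were lower and 5 higher, with a median log2 ratio of -0.12 at percentile 9.34 of matched random lists. Among the higher members was *Decr2*, the peroxisomal dienoyl-CoA reductase, at 0.15. The median of the list became 0.03 without scaling between the arrays. The signal of *Acox2* was low, at 26.3 in the control pool and 50.2 in the knockout pool before scaling, and its log2 ratio was 0.30 after normexp.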

Validation analyses using quantitative PCR also revealed a significant decrease in the expression levels of *Cpt2*, *Acsl1* (the rate-limiting enzyme for the activation of fatty acids), *Fabp3*, *Ehhadh*, and *Hadha* (the rate-limiting enzyme for mitochondrial FAO) in *Bmal1* ^−/−^ hearts (Figure 2B).

**Figure 2:**
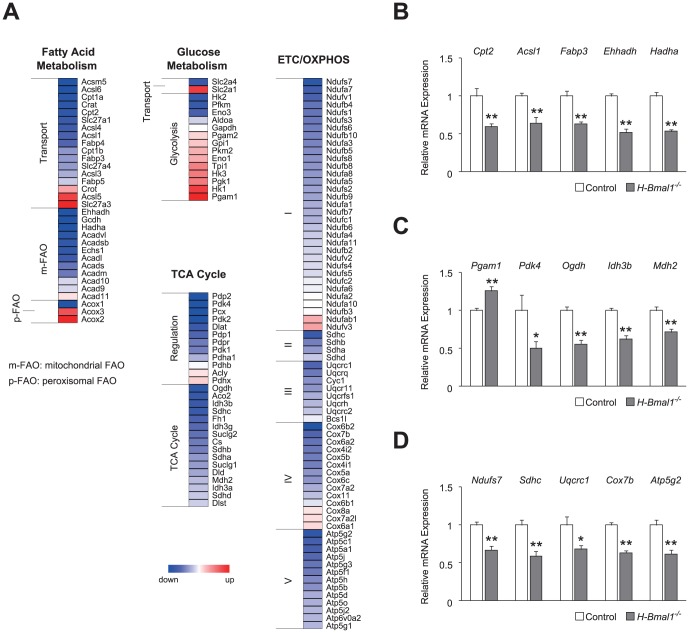
Gene expression profiles of cardiac energy metabolism in *H-Bmal1* ^−/−^ mice. (A) Heat-map representations of several classes of metabolic genes detected in the expression analysis of *Bmal1* ^−/−^ hearts from 12-week-old animals. (B-D) Relative expression levels of representative genes regulating (B) fatty acid metabolism, (C) glycolysis/TCA cycle, and (D) ETC/OXPHOS are shown (n = 6 per group). Data are the mean ± SEM. *P<0.05, **P<0.01, unpaired two-tailed Student's *t*-test (B-D).

Because glucose metabolism in cardiomyocytes takes on greater importance under pathologic conditions including myocardial ischemia and hypertrophy, we next investigated the possibility of compensatory induction of the glycolytic pathway in *Bmal1* ^−/−^ hearts. Indeed, in *H-Bmal1* ^−/−^ mice, the expression of the glucose transporter, which mediates basal glucose uptake into cardiomyocytes (*Slc2a1*, also known as *Glut1*), was upregulated, although the insulin-dependent glucose transporter (*Slc2a4*, also known as *Glut4*) was downregulated (Figure 2A). In addition, 9 of 14 glycolytic genes examined were upregulated in *Bmal1* ^−/−^ hearts (Figure 2A). 

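*Slc2a1* was 1.32-fold higher in the knockout pool (log2 ratio 0.40) and *Slc2a4* was 1.26-fold lower (-0.33), each from 1 probe well above background on both arrays.  *Slc2a1* was also higher and *Slc2a4* lower under each of the processing alternatives that were run, with *Slc2a1* between 0.37 and 0.56 and *Slc2a4* between -0.34 and -0.18.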

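Of the 14 glycolytic genes in Figure 2A, 10 were higher and 4 lower in the knockout pool. Over 19 measured genes of a fixed list with lactate dehydrogenase, 13 were higher and 6 lower, with a median log2 ratio of 0.13 at percentile 98.6 of matched random lists (0.083 with the brightest probe of each gene and 0.28 without scaling). *Pfkp*, an isoform of phosphofructokinase, was 2.49-fold higher, *Pgam1* 1.45-fold higher and *Hk1* 1.28-fold higher. The lower members were led by *Hk2*, the insulin-regulated hexokinase, with a log2 ratio of -0.42, the muscle enolase *Eno3* with -0.36 and the muscle phosphofructokinase *Pfkm* with -0.35. *Gapdh*, a glycolytic gene that the paper used as the reference in quantitative PCR, had a log2 ratio of 0.17 over 7 probes that ranged from -0.01 to 0.35, and of -0.01 when only its brightest probe was used. Of 14 measured genes of the pyruvate dehydrogenase complex, its kinases and phosphatases and pyruvate entry, 11 were lower, with a median log2 ratio of -0.35 at percentile 0.0 (-0.22 after normexp and -0.19 without scaling). *Pdk4*, the kinase that restrains pyruvate dehydrogenase, was 1.71-fold lower, and *Pcx*, which encodes pyruvate carboxylase, had a log2 ratio of -0.70, while *Pdk3* was higher at 0.52 and at 0.28 after normexp.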

Quantitative PCR validation analyses revealed that *Pgam1* (a glycolytic enzyme) was significantly increased and that *Pdk4* (a negative regulator of glucose oxidation) was decreased by approximately 50% in *Bmal1* ^−/−^ hearts (Figure 2C). Collectively, these data indicate that the energy substrate preference is altered in *Bmal1* ^−/−^ hearts.

We next examined the expression of genes controlling TCA cycle and the electron transport chain (ETC)/oxidative phosphorylation (OXPHOS), common downstream pathways for both FAO and glycolysis. In contrast to the expression of FAO and glycolytic genes, which showed both upregulation and downregulation, the expression levels of the enzymatic components of TCA cycle and ETC/OXPHOS pathway were generally downregulated in *Bmal1* ^−/−^ hearts (Figure 2A). In particular, within TCA cycle, the genes encoding subunits of the enzymes that reduce NAD^+^ to NADH (*Ogdh*, *Idh3b*, and *Mdh2*) were significantly decreased in *Bmal1* ^−/−^ hearts (Figure 2, A and C). 

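The TCA cycle and the ETC/OXPHOS genes lay below 0 almost without exception, by small amounts. All 18 TCA cycle genes of a fixed list were lower in the knockout pool, with a median log2 ratio of -0.25 (percentile 0.05 among matched random lists), a 1.19-fold difference. Of 78 nuclear-encoded subunits of complexes I to V, 75 were lower, with a median of -0.19 at percentile 0.0, and none was as much as 1.5-fold lower or higher, apart from *Ndufv3* without scaling. *Sdha*, *Sdhb*, *Sdhc* and *Sdhd* are in both of these lists and make up the list of complex II, so the lists are not independent. The lowest TCA cycle gene was *Idh2*, the mitochondrial NADP-dependent isocitrate dehydrogenase, which was 1.93-fold lower. Other lists went with these genes or did not. The 24 genes of cardiomyocyte structure had a median log2 ratio of -0.15 at percentile 0.97, with 16 of them lower (-0.052 and 13 lower under quantile normalization), and all 10 fibroblast markers were higher. The 78 mitochondrial ribosomal protein genes had a median log2 ratio of 0.02, with 36 lower, and 75 cytosolic ribosomal protein genes a median of -0.05, with 49 lower, which turned above 0 without scaling between the arrays and after normexp. Without scaling, 13 of the 18 TCA cycle genes were lower with a median of -0.10, 46 of the subunits of complexes I to V with a median of -0.04, and 12 of the structure genes with a median of -0.0003.

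**Figure D2:**
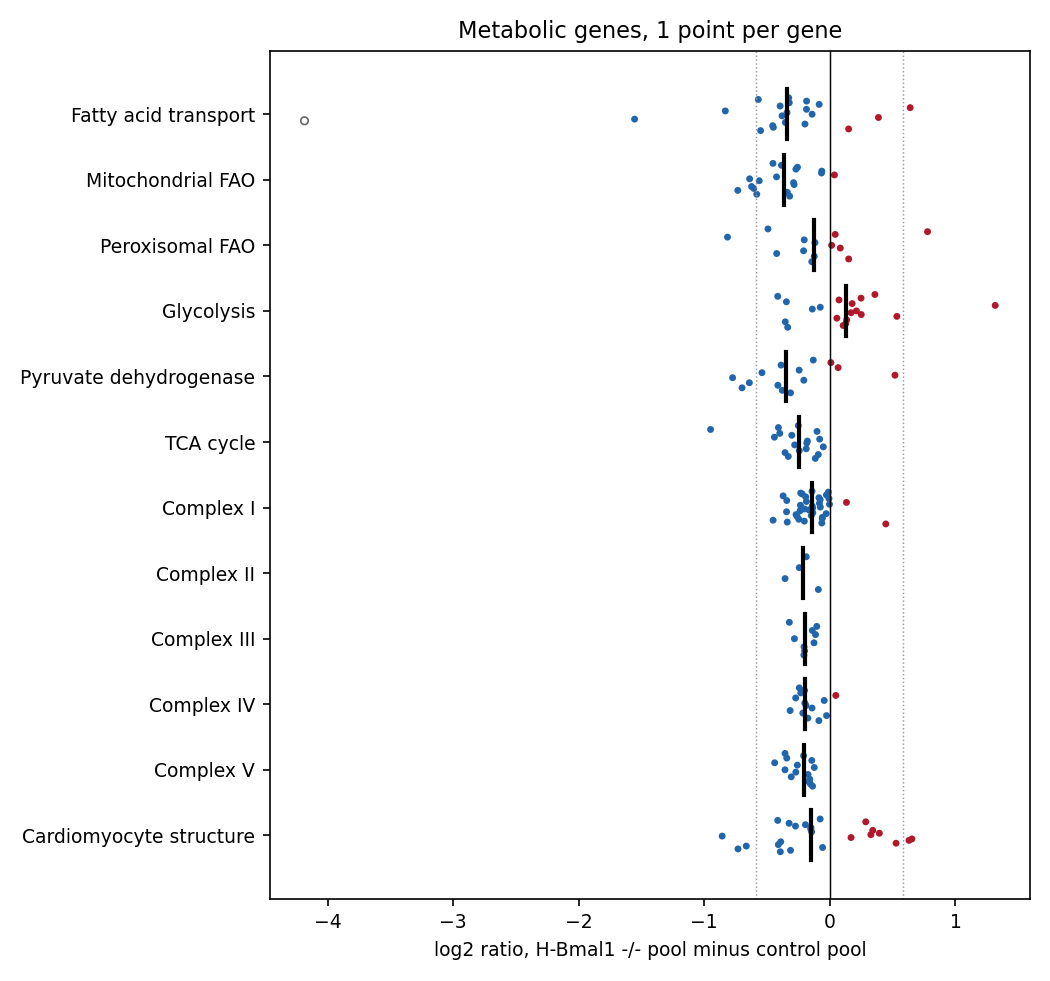
Log2 ratio of each measured gene, *H-Bmal1* -/- pool minus control pool, in fixed lists of metabolic genes and of cardiomyocyte structure. Each point is 1 gene (blue below 0, red above 0, open gray where the gene was well above background on 1 array only), black bars are list medians and dotted lines mark 1.5-fold. The TCA cycle points all lie below 0, with a median of -0.25, and the glycolysis points lie on both sides.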

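*Ogdh*, a subunit of 2-oxoglutarate dehydrogenase, was 1.36-fold lower in the knockout pool, with its 3 probes between -0.49 and -0.41 on the log2 scale. *Idh3b*, a subunit of NAD-dependent isocitrate dehydrogenase, was 1.32-fold lower. *Mdh2*, mitochondrial malate dehydrogenase, had a log2 ratio of -0.12, which became 0.05 under quantile normalization and 0.04 without scaling between the arrays.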

Similar to TCA cycle, the majority of genes in the ETC/OXPHOS pathway were downregulated in *Bmal1* ^−/−^ hearts (Figure 2A). 

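Each of the ETC/OXPHOS complexes had most of its measured genes lower in the knockout pool. For complex II all 4 subunits were lower (median log2 ratio -0.22, at percentile 7.52 of matched random lists), for complex III all 9 (-0.20, percentile 3.44), for complex IV 13 of 14 (-0.20, percentile 1.07) and for complex V all 15 (-0.21, percentile 0.46). *Uqcrc1*, a core subunit of complex III, had a log2 ratio of -0.32, *Sdhc* of complex II -0.36, *Cox7b* of complex IV -0.32 and *Atp5g2* of complex V -0.36. The 1 member of complex IV above 0 was *Cox6a1*, at 0.05. In Figure 2A the study also shows *Cox6b2*, an isoform of a complex IV subunit, which was 2.96-fold lower and the only gene among its ETC/OXPHOS groups to reach 1.5-fold, apart from *Ndufv3* without scaling. Smooth muscle and pericyte markers, which belong to other cells of the ventricle, had a median log2 ratio of -0.16 over 8 genes, and 5 of the 8 were lower. Without scaling, complexes II to V had 3, 5, 9 and 12 members lower with medians of -0.065, -0.050, -0.044 and -0.058, and the smooth muscle median was -0.013. The median of complex IV was -0.085 under quantile normalization, and after normexp complex III was at -0.11 and the smooth muscle markers at -0.088.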

The significant decreases in representative genes (*Ndufs7*, *Sdhc*, *Uqcrc1*, *Cox7b*, and *Atp5g2*) associated with the ETC/OXPHOS pathway were also validated by quantitative PCR (Figure 2D).

### Defects in *Bmal1* function alter mitochondrial dynamics in heart

Because loss of *Bmal1* function induced a decrease in the expression of a broad range of genes controlling mitochondrial energy metabolism, we next examined the expression of transcripts that are associated with mitochondrial dynamics in *Bmal1* ^−/−^ hearts. 

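*Ppargc1a*, which encodes the coactivator PGC-1α, was 1.62-fold lower in the knockout pool than in the control pool on the microarray, and *Ppara* was 1.43-fold lower. Of 13 measured transcription regulators of mitochondrial genes in a fixed list, 10 were lower, with a median log2 ratio of -0.22 at percentile 0.61 of matched random lists. *Gabpa*, a subunit of nuclear respiratory factor 2, had a log2 ratio of -0.40, whereas *Polrmt*, the mitochondrial RNA polymerase, was at 0.13 and *Nrf1* at 0.09. The 3 probes of *Nrf1* lay between -0.27 and 0.28, and its brightest probe was the one at -0.27. Of 6 genes of mitochondrial fission and fusion, 4 were lower, with a median of -0.08 at percentile 22.0, inside the range of most random lists. *Mfn1*, a mitofusin of the outer membrane, had a log2 ratio of -0.22, *Opa1*, the inner membrane fusion GTPase, -0.11, and *Fis1*, a fission factor, 0.17. Of the genes in Figure 3A, which the study chose on these samples, 7 of 10 for biogenesis and 4 of 5 for fission and fusion were lower. Without scaling between the arrays, the biogenesis list had 7 of 13 lower with a median of -0.072, the biogenesis group of Figure 3A had 4 of 10 lower, the median of the fission and fusion list became 0.07 and the log2 ratio of *Opa1* became 0.05. After normexp the fission and fusion median was -0.035.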

Microarray analyses revealed that *Bmal1* deficiency downregulated a variety of genes controlling mitochondrial biogenesis as well as fission and fusion in the heart (Figure 3A). Validation analyses revealed that *Ppargc1a* (also known as PGC-1α) and *Ppara* (also known as PPARα), which are the genes responsible for mitochondrial biogenesis, were decreased significantly by 50% and by 40%, respectively (Figure B). In addition, a significant reduction was also found in genes associated with mitochondrial quality control (*Mfn1 and Opa1;* Figure 3B). Although these mitochondrial structure-related genes were downregulated, genes associated with the loss of mitochondrial membrane potential were upregulated in *Bmal1* ^−/−^ hearts (Figure 3A). Specifically, genes controlling the permeability of the mitochondrial membrane (*Ucp2* and *Bcl2*) were significantly increased in the heart tissue of *H-Bmal1* ^−/−^ mice (Figure 3B). These results suggest that *Bmal1* ^−/−^ hearts were defective in both the regulation of mitochondrial structure and membrane potential at the gene expression level.

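*Ucp2*, an uncoupling protein of the inner membrane, was 1.74-fold higher in the knockout pool and *Bcl2*, the antiapoptotic protein of the outer membrane, 2.30-fold higher. The proapoptotic *Bak1* had a log2 ratio of 0.40. Of the 8 genes that Figure 3A groups under membrane potential, 5 were higher and 3 lower, with a median log2 ratio of 0.21 (0.082 after normexp). The lower genes were *Ucp3* (-0.24), *Bnip3* (-0.09) and *Sod1* (-0.05). The 2 probes of *Ucp3* went in opposite directions, at -1.20 and 0.71, and the direction of *Ucp3*, *Bnip3* and *Sod1* each turned under at least 1 processing alternative.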

**Figure 3:**
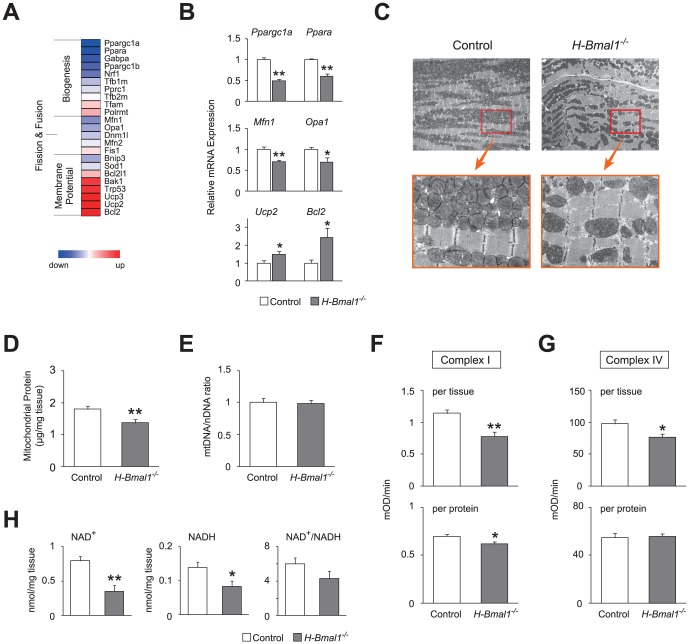
Mitochondrial abnormalities in the hearts of 12-week-old *H-Bmal1* ^−/−^ mice. (A) A heat-map representing the expression profiles of genes regulating mitochondrial structure and function in *Bmal1* ^−/−^ hearts. (B) Relative expression levels of genes associated with mitochondrial biogenesis, dynamics, and membrane potential in the heart tissue of control and *H-Bmal1* ^−/−^ animals (n = 6 per group). (C) Representative electron micrographs of sections taken from the left ventricular muscle from control and *H-Bmal1* ^−/−^ mice at two different magnifications. (D) Mitochondrial protein concentration in control and *Bmal1* ^−/−^ hearts (n = 8 per group). (E) Mitochondrial DNA to nuclear DNA ratio in control and *Bmal1* ^−/−^ hearts (n = 6 per group). (F-G) Enzymatic activities of (F) complex I and (G) complex IV in control and *Bmal1* ^−/−^ hearts (n = 8 per group). The activities of the mitochondrial respiratory enzymes are expressed either per milligram of tissue used for mitochondrial isolation (top panels) or per microgram of mitochondrial protein (bottom panels). (H) NAD^+^ and NADH concentrations in control and *Bmal1* ^−/−^ hearts (n = 6 per group). Data are the mean ± SEM. *P<0.05, **P<0.01, unpaired two-tailed Student's *t*-test.

Consistent with the downregulation of genes controlling mitochondrial dynamics, electron microscopic analysis showed morphological changes in the mitochondria of *Bmal1* ^−/−^ hearts. In heart tissue from 12-week-old *H-Bmal1* ^−/−^ mice, small- and large-sized mitochondria coexisted, whereas control hearts showed almost identical sizes (Figure 3C). In addition, the relative number of mitochondria was also significantly decreased in *Bmal1* ^−/−^ hearts (control 1.00±0.03 vs. *Bmal1* ^−/−^ 0.70±0.05; p<0.01). Ultrastructural examinations showed that mitochondria were sparse in *Bmal1* ^−/−^ hearts, whereas control hearts showed a dense mitochondrial population (Figure 3C). This observation was consistent with our finding that mitochondrial protein levels extracted from *Bmal1* ^−/−^ hearts were significantly reduced compared with those from control hearts (Figure 3D). Similar changes in both the size and the number of mitochondria were also observed in heart tissue from 24-week-old *H-Bmal1* ^−/−^ mice (Figure S3, A and B).

### Hearts from *H-Bmal1^−/−^* mice showed altered mitochondrial function at the genomic and biochemical levels

In addition to the morphological examination, we also conducted functional analyses of cardiac mitochondria in *H-Bmal1* ^−/−^ mice. We first examined the ratio of mitochondrial DNA (mtDNA) to nuclear DNA (nDNA) copy number because the mtDNA copy number can vary independently of nDNA or mitochondrial number, and this ratio serves as a marker of individual mitochondrial function at the organelle level. Despite the decrease in the number of mitochondria in *Bmal1* ^−/−^ hearts (Figure 3, C and D), the ratio of mtDNA to nDNA was not different between 12-week-old control and *H-Bmal1* ^−/−^ animals (Figure 3E), which likely indicates compensation by increasing the copy number of mtDNA per mitochondrion in *Bmal1* ^−/−^ hearts. In contrast to younger animals, *Bmal1* ^−/−^ hearts from 24-week-old animals showed an approximate 30% decrease in the mtDNA/nDNA ratio compared with control hearts (Figure S3C).

We next examined biochemical activities of the ETC complexes in *Bmal1* ^−/−^ hearts. We analyzed complex I activity because the circadian clock links to redox metabolism [15], [16], [17], in which complex I accounts for almost all oxidative conversion from NADH to NAD^+^ in the cell. 

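On the microarray, 34 of 36 measured genes for nuclear-encoded subunits of complex I were lower in the knockout pool. Their median log2 ratio was -0.15 at percentile 0.45 of matched random lists, a 1.11-fold difference. *Ndufs7*, which encodes a subunit that carries an iron-sulfur cluster, was the lowest at -0.45. *Ndufa7* was next at -0.37, and the flavoprotein subunit *Ndufv1* was at -0.34. The members above 0 were *Ndufv3* (0.45, and 0.16 for its brightest probe) and *Ndufab1* (0.13). No complex I gene reached 1.5-fold in either direction. Without scaling between the arrays, 17 of the 36 were lower, *Ndufv3* was at 0.60, above 1.5-fold, and the median was 0.01, beside a median of 0.14 over all genes.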

Consistent with our microarray analyses, which showed an overall decrease in the expression of complex I genes (Figure 2A), complex I activity was significantly decreased in *Bmal1* ^−/−^ hearts (Figure 3F). Importantly, this result was not only observed when analyzed using the same weight of heart tissues (Figure 3F, top) but was also detected when normalized to mitochondrial protein concentration (Figure 3F, bottom), indicating that complex I activity in individual mitochondria from *Bmal1* ^−/−^ hearts was indeed attenuated. Complex IV activity was also significantly decreased in heart tissue from 12-week-old *H-Bmal1* ^−/−^ mice when normalized to tissue weight (Figure 3G, top). However, when normalized to mitochondrial protein concentration, complex IV activity was almost identical between control and knockout animals (Figure 3G, bottom), which indicates that the decrease in complex IV activity was not caused by reduced enzymatic activity in each mitochondrion but due to the decreased number of mitochondria in *Bmal1* ^−/−^ hearts. A similar but more profound reduction in complex I and IV activities was also observed in heart tissue from 24-week-old *H-Bmal1* ^−/−^ animals (Figure S3, D and E).

We also examined the levels of NAD^+^ and NADH in *Bmal1* ^−/−^ hearts because the intracellular redox state is tightly coupled to enzymatic activities of ETC complexes. In 12-week-old animals, both NAD^+^ and NADH levels were dramatically decreased by approximately 56% and 40%, respectively, in *Bmal1* ^−/−^ hearts relative to control hearts (Figure 3H). The NAD^+^/NADH ratio in *Bmal1* ^−/−^ hearts was also decreased, although this difference did not reach statistical significance (Figure 3H). In 24-week-old *H-Bmal1* ^−/−^ animals, we also observed similar but more severe changes in NAD^+^ and NADH levels (approximately 78% and 83% reductions, respectively, Figure S3F). Collectively, these findings suggest that the *Bmal1* gene is essential for mitochondrial metabolism in the heart and that loss of *Bmal1* function causes progressive defects in cardiac mitochondrial structure and function with age.

### Loss of *Bmal1* function induces the expression of genes related to cardiac remodeling

Because cardiac remodeling processes are often observed in failing hearts, we next explored whether genes associated with cardiac remodeling were increased in *Bmal1* ^−/−^ hearts. We examined the expression levels of genes related to oxidative stress, programmed cell death, inflammation, and fibrosis, which are common cellular changes observed in remodeling hearts. Our microarray analyses revealed that the majority of oxidative stress-responsive genes (e.g., *Gpx* and *Sod*) and genes responsible for oxygen transport (e.g., *Slc38a1* and *Cygb*) were upregulated in *Bmal1* ^−/−^ hearts (Figure 4A), indicating the existence of oxidative stress in heart tissue from *H-Bmal1* ^−/−^ animals. 

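Of 27 measured antioxidant genes and targets of the transcription factor NRF2 in a fixed list, 20 were higher in the knockout pool, with a median log2 ratio of 0.14 at percentile 99.6 of matched random lists. *Nqo1*, a quinone reductase induced by NRF2, was 1.69-fold higher, and *Gpx3*, the extracellular glutathione peroxidase, was 1.45-fold higher. *Gpx1* and *Gpx4* had log2 ratios of 0.32 each. *Sod3*, the extracellular superoxide dismutase, had a log2 ratio of 0.20, whereas the cytosolic *Sod1* and the mitochondrial *Sod2* (-0.13) were not higher, and both turned above 0 without scaling between the arrays, though they stayed below the median of all genes there, and *Sod1* did so after normexp. Of the 48 measured oxidative stress-responsive genes of Figure 4A, which the study chose on these samples, 36 were higher. *Hspa1a*, a heat shock protein, was 2.68-fold higher and *Nox4*, an NADPH oxidase, 2.48-fold higher, whereas *Idh1*, the cytosolic isocitrate dehydrogenase, had a log2 ratio of -0.59. The signal of *Nox4* was near background, at 17.5 in the control pool, and its log2 ratio was 0.37 after normexp and 0.01 with no filter on dim probes. After normexp, *Hspa1a* was at 0.66, *Idh1* at -0.36 and *Slc38a1* at 0.37. Of the 8 oxygen transport genes of the figure, 5 were higher, among them *Slc38a1*, an amino acid transporter (log2 ratio 0.59), and *Cygb*, which encodes cytoglobin (0.33).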

Increased oxidative stress can lead to programmed cell death. 

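Genes of cell death were higher more often than lower in the knockout pool, by small amounts. Of 24 measured apoptosis genes of a fixed list, 19 were higher, with a median log2 ratio of 0.12 at percentile 97.6 of matched random lists and 96.5 after quantile normalization (median 0.072 after normexp). Autophagy genes were close to evenly divided, with 12 of 21 higher and a median log2 ratio of 0.02 at percentile 72.4. The highest of them was *Sqstm1*, the cargo receptor p62, at 0.67, and the lowest was *Tfeb*, a transcription factor of lysosomal genes, at -0.32. Over the genes that the study shows in Figure 4B, 20 of 34 apoptosis genes and 14 of 27 autophagy genes were higher. *Npc1*, a lysosomal cholesterol transporter in the autophagy group of that figure, was 1.95-fold lower, and at a log2 ratio of -0.58 after normexp.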

We observed an upregulation of genes important for the induction of apoptosis and autophagy (Figure 4B). These genes included those encoding caspases (*Casp*), proapoptotic homologs of members of the Bcl-2 family (*Bax*, *Bak*, *Bad* and *Bid*), and autophagy-associated genes (e.g., *Dram1* and *Becn1*).

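Among the caspases, *Casp4* had a log2 ratio of 0.28 in the knockout pool relative to the control pool. *Casp1*, *Casp2*, *Casp6*, *Casp8*, *Casp9* and *Casp12* lay between 0.01 and 0.10, whereas *Casp14* was at -0.46. Of the proapoptotic relatives of Bcl-2, *Bid* was 1.43-fold higher and *Bak1* 1.32-fold higher, while *Bad* (log2 ratio 0.18) and *Bax* (0.14) were higher by less. The 2 probes of *Bad* were at -0.07 and 0.43. *Bcl2l11*, which encodes the proapoptotic BIM, was not well above background in the knockout pool and was 2.39-fold lower by its measured signals. *Dram1*, a lysosomal protein that promotes autophagy, was 1.36-fold higher and *Becn1*, which encodes beclin 1, 1.24-fold higher. After normexp, *Casp12* was at -0.01, *Casp14* at -0.18, *Bcl2l11* at -0.46, *Bid* at 0.21 and *Dram1* at 0.12.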

**Figure 4:**
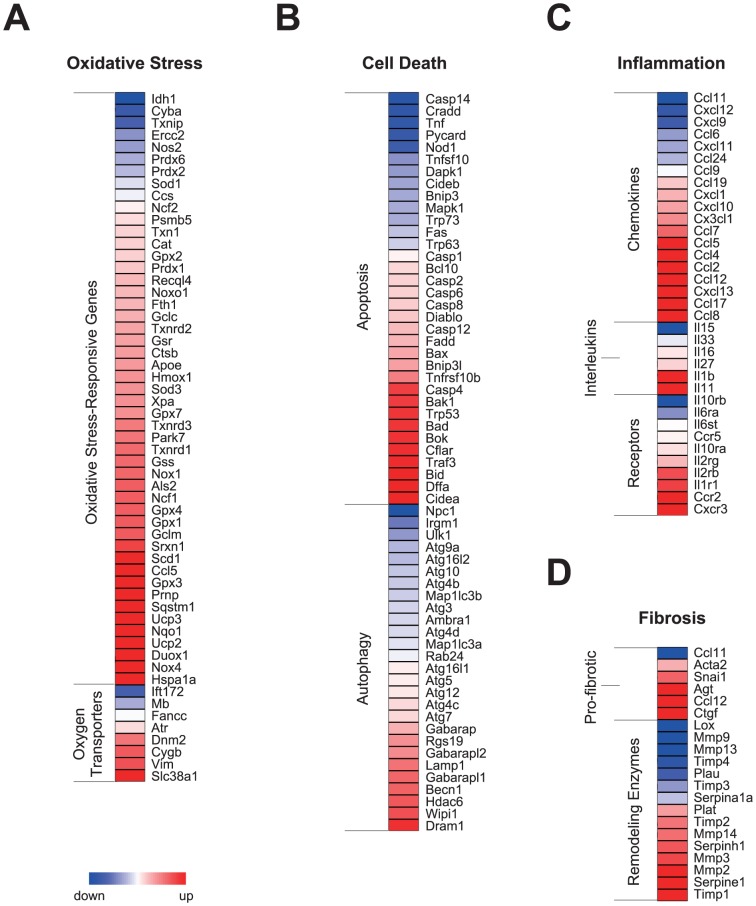
Expression profiles of genes associated with pathologic ventricular remodeling in *Bmal1* ^−/−^ hearts. (A-D) Heat-map representations of genes involved in (A) the response to oxidative stress, (B) programmed cell death, (C) inflammation, and (D) fibrosis in hearts from 12-week-old *Bmal1* ^−/−^ mice.

In addition, the mRNA expression levels were upregulated for a variety of inflammatory genes, such as genes encoding chemokines and their receptors (e.g., *Ccl2*, also known as *MCP-1*, and its receptor *Ccr2*) as well as interleukin-1 beta (*Il1b*), in *Bmal1* ^−/−^ hearts (Figure 4C). Furthermore, consistent with the histological analysis, which showed fibrotic changes (Figure 1H), genes responsible for pro-fibrotic changes (e.g., *Ctgf* and *Snai1*) and remodeling enzyme genes (e.g., *Timp* and *Serpine1*) were also increased in heart tissue from *H-Bmal1* ^−/−^ mice (Figure 4D). These results indicate that *Bmal1* ^−/−^ hearts undergo pathologic ventricular remodeling at the gene expression level.

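*Ccl2* was 1.75-fold higher in the knockout pool, its receptor gene *Ccr2* 1.54-fold higher and *Il1b* 1.23-fold higher. The signal of *Ccr2* and *Il1b* was near background, at 24.4 and 25.7 in the control pool before scaling, and after normexp their log2 ratios were 0.17 and 0.04. Of the 18 measured chemokine genes in Figure 4C, which the study chose on these samples, 12 were higher. Among them were *Ccl8* (2.75-fold), *Ccl17* and *Cxcl13* (2.38-fold, or a log2 ratio of 0.44 after normexp). *Ccl17* was not well above background in the control pool. It was 2.44-fold higher by its measured signals, and its log2 ratio was 0.18 after normexp. Over all 24 chemokine genes that could be measured, out of 40 in a list fixed by the symbols' prefix, 12 were higher and 12 lower, with a median log2 ratio of 0.01 at percentile 55.5 of matched random lists. The lower end of that list held *Xcl1* (at least 1.83-fold lower), *Cxcl5* (at least 1.65-fold lower) and the eosinophil chemokine *Ccl11* (log2 ratio -0.99), and after normexp these were at -0.40, -0.29 and -0.46. Of 7 measured chemokine receptors, 6 were higher, with a median of 0.35 at percentile 98.1 (0.17 after normexp), but with no filter on dim probes 8 of 18 were lower and the median was 0.036. Macrophage markers had a median log2 ratio of 0.06 over 11 genes, with 9 higher, while lymphocyte markers had one of -0.07 over 8 genes and neutrophil markers one of -0.23 over 4 genes. After normexp the macrophage and neutrophil medians were 0.11 and -0.13, and the median of the lymphocyte markers turned above 0 without scaling, at 0.09. With no filter on dim probes, 21 of 34 chemokine genes were lower and their median was -0.12.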

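*Ccn2*, listed in Figure 4D as *Ctgf* and encoding connective tissue growth factor, was 7.13-fold higher in the knockout pool. *Timp1*, an inhibitor of matrix metalloproteinases, was 5.45-fold higher, and *Snai1* 1.23-fold higher. *Timp2* had a log2 ratio of 0.34, while *Timp3* and *Timp4* were lower, at -0.19 and -0.44. Of 37 measured genes of the extracellular matrix in a fixed list, 31 were higher, 17 of them by at least 1.5-fold, with a median log2 ratio of 0.56 at percentile 100 of matched random lists. *Col8a1*, a short-chain collagen, had a log2 ratio of 2.02, and among the lower members were the collagen cross-linking enzyme *Lox* (-0.48, over 2 probes at -1.09 and 0.14, the latter not well above background in the control pool) and *Mmp9*, at least 1.41-fold lower. After normexp, *Lox* and *Mmp9* were at -0.20 and -0.23. Of the 15 remodeling enzyme genes of Figure 4D, which the study chose on these samples, 8 were higher and 7 lower. All 10 markers of fibroblasts were higher, with a median log2 ratio of 0.57, and 3 of those markers are collagens that the matrix list also holds. *Col1a1* was the highest marker at 0.90, followed by *Lum* at 0.84 and *Fstl1* at 0.83, while *Gsn* (0.07), *Dpt* (0.13) and *Tcf21* (0.16) were the lowest.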

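The 9 genes of a fixed list of cardiac stress and fetal genes were all higher in the knockout pool, with a median log2 ratio of 2.66 at percentile 100 of matched random lists. *Gdf15*, a stress-induced cytokine, was 10.2-fold higher (log2 ratio 2.75 after normexp), and the weakest members were *Fhl1*, at a log2 ratio of 0.59 (0.46 after normexp and 0.58 with scaling to the median, both under 1.5-fold), *Nppb*, which encodes BNP, at 1.03, and *Rcan1*, a target of calcineurin signaling, at 1.66. *Ccn2* is held by this list and by the matrix list. Across the remodeling lists the matrix and stress genes stood farthest from 0, the antioxidant and apoptosis genes were higher by smaller amounts, and the chemokine genes as a family were not. From the higher expression of genes of oxidative stress, cell death, inflammation and fibrosis in Figure 4, the paper concludes that these hearts undergo pathologic ventricular remodeling at the level of gene expression.

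**Figure D3:**
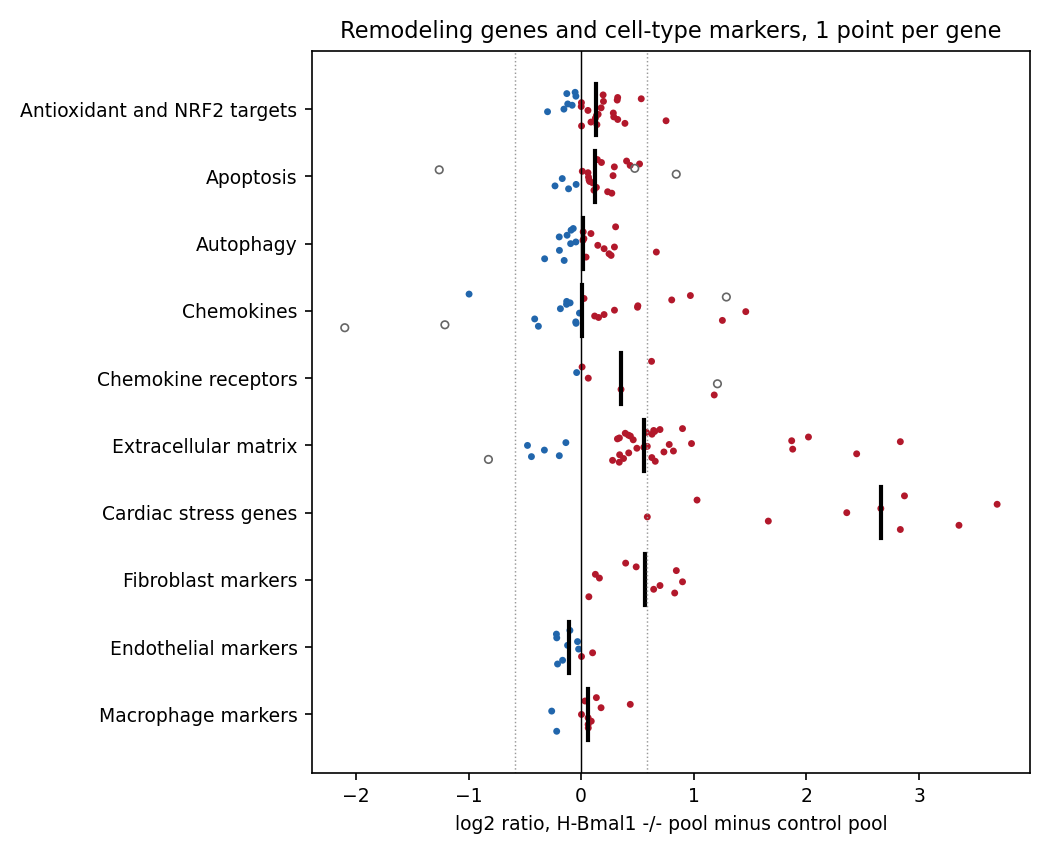
Log2 ratio of each measured gene, *H-Bmal1* -/- pool minus control pool, in fixed lists of remodeling genes and of cell-type markers. Each point is 1 gene (blue below 0, red above 0, open gray where the gene was well above background on 1 array only), black bars are list medians and dotted lines mark 1.5-fold. The median of the cardiac stress genes, at 2.66, is the highest of the lists shown.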

### Disruption of circadian behaviors reduces cardiac function in C57BL/6J mice with drug-induced cardiomyopathy

Having demonstrated that mitochondrial metabolism is disrupted in *Bmal1*-null hearts, which is accompanied by pathologic cardiac remodeling, we sought to examine whether cardiac mitochondrial metabolism is also impaired by the circadian disorder induced by disturbing the external LD cycle. Previous studies have shown that continuously shifting the LD and/or sleep/wake cycle is associated with increased cardiovascular morbidity or mortality in both humans and animals [37], [38]. These observations, together with our findings in *H-Bmal1* ^−/−^ animals, raise the possibility that chronic desynchronization of the internal circadian clock with the external LD cycle, a condition often observed in shift work, may reduce cardiac function by altering mitochondrial metabolism in the heart. To test this hypothesis, we first examined the cardiac phenotypes of C57BL/6J mice either maintained on a fixed 12∶12 h LD cycle (fixed LD cycle group) or exposed to a 12-h phase shift in the LD cycle every 3 days (disrupted LD cycle group) for 18 days (Figure 5A). To compare the effects of our disrupted LD cycle regimen between animals with healthy hearts and those with pathologic hearts, C57BL/6J mice were infused either with normal saline (NS) as a vehicle control or with phenylephrine (PE), a hypertrophic stimulus, via an osmotic pump. Infrared-based detection of locomotor activity revealed that the temporal pattern of locomotor activity was sensitive to and followed the chronic shifting of the LD cycle in both NS-infused and PE-infused animals (Figure 5B), indicating that our LD reversal protocol was effective in disrupting circadian behaviors.

**Figure 5:**
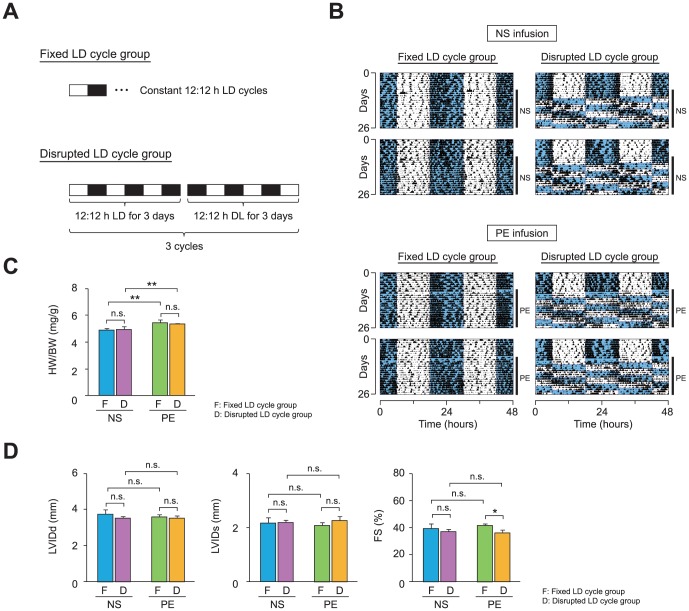
Circadian desynchronization reduces cardiac function in C57BL/6J mice with drug-induced cardiomyopathy. (A) A light-dark (LD) cycle regimen used to examine the effects of a variable LD schedule on cardiac function. C57BL/6J mice were either maintained on a constant LD schedule (fixed LD cycle group) or were subjected to a 12-h phase shift in LD cycle every 3 days (disrupted LD cycle group). To compare the effects of the LD schedule between animals with healthy hearts and those with cardiomyopathy, either normal saline (NS) or phenylephrine (PE) was continuously infused via an osmotic pump in each LD cycle group. (B) Locomotor activity records of NS-infused (top panel) and PE-infused (bottom panel) mice. Two representative records from animals subjected to the fixed (left column) and disrupted (right column) LD cycle are shown. Activity counts are indicated by the vertical black marks. The records are double-plotted such that 48 h are shown for each horizontal trace. The blue shaded and unshaded areas indicate the dark and light period, respectively. The duration of NS or PE infusion is indicated by the vertical line at the right margin. (C) The ratios of heart weight to body weight (HW/BW) were increased by the PE infusion but were not influenced by the disruption in LD cycle (n = 5–8 per group). (D) The effects of PE, disrupted LD cycle, or both on ventricular function were evaluated using echocardiographic measurements (n = 5–8 per group). LVIDd, LVIDs, and FS are shown in bar graph format. Data are the mean ± SEM. *P<0.05, **P<0.01, two-way ANOVA.

To examine the effects of the disrupted LD cycle on cardiac phenotypes, we first compared changes in heart morphology between the control and experimental groups. As expected, the PE infusion increased the HW/BW ratio significantly when compared with vehicle infusion in both fixed and disrupted LD cycle groups (Figure 5C). In addition, although not statistically significant, the LV posterior diameter in diastole, as assessed by echocardiogram, was also increased in PE-infused animals (NS-infused 0.92±0.11 mm vs. PE-infused 1.12±0.10 mm). Although these results indicate that PE infusion induced cardiac hypertrophy, the disruption in LD cycle did not further affect heart weight in PE-infused animals (Figure 5C).

We next investigated whether the disrupted LD cycle altered cardiac function. Interestingly, although the disrupted LD cycle did not alter the weight of hearts (Figure 5C), heart function was significantly reduced in PE-infused but not NS-infused animals when subjected to the disrupted LD cycle (Figure 5D). Specifically, in PE-infused mice, the disrupted LD cycle significantly decreased fractional shortening, as assessed by echocardiogram, although we found no difference in LVIDd and a small, non-significant increase in LVIDs (Figure 5D). In NS-infused animals, although not statistically significant, systolic contractility (fractional shortening) tended to be lower when mice were exposed to the disrupted LD cycle (Figure 5D). These results suggest that exposure to disrupted LD cycles adversely affects cardiac function in mice.

### Disruption of circadian behaviors not only alters rhythms but also reduces levels of transcripts associated with energy metabolism in the heart

To determine the genetic basis for the reduced cardiac function caused by the disrupted LD cycle, we examined both the rhythms and expression levels of circadian and metabolic genes in heart tissue from NS-infused and PE-infused C57BL/6J mice. Under the fixed LD cycle condition, all three clock genes examined (*Per2*, *Bmal1*, and *Rev-erbα*) displayed clear diurnal rhythms in expression levels in both NS-infused and PE-infused animals (Figure S4A and Figure 6A, respectively). However, in both NS-infused and PE-infused animals, the time of peak expression of these clock genes was shifted when mice were exposed to a disrupted LD cycle (Figure 6A and Figure S4A). Furthermore, interestingly, the *Per2* gene displayed a decrease in expression levels throughout the day when under the disrupted LD cycle condition.

**Figure 6:**
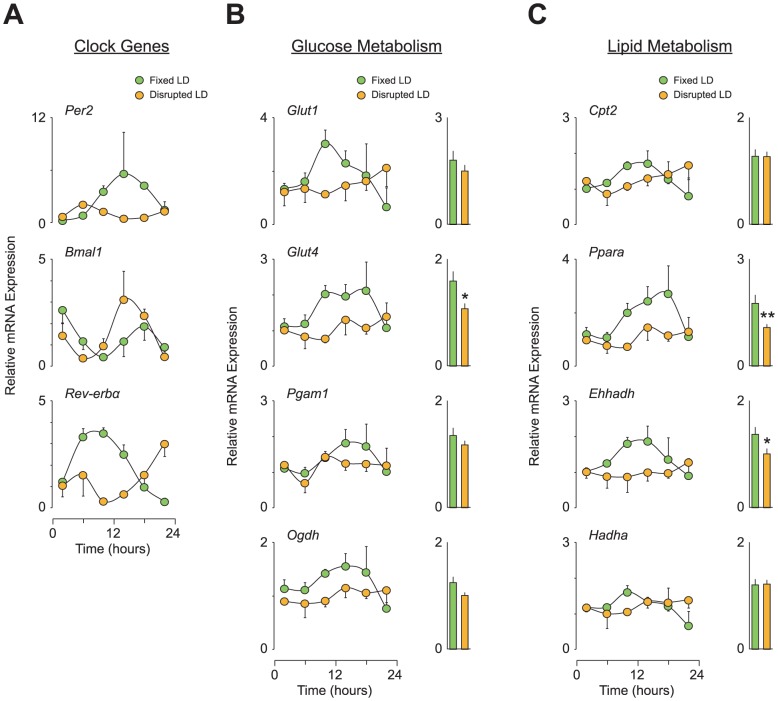
Circadian desynchronization not only disrupts rhythms but also reduces the expression levels of clock and metabolic genes in the heart of C57BL/6J mice with PE-induced cardiomyopathy. (A-C) Relative expression levels of genes regulating (A) clock machinery as well as (B) glucose and (C) lipid metabolism in heart. All heart tissues used were from PE-infused animals subjected to either a fixed or a disrupted LD cycle as described in Figure 5A (n = 4 per group per time point). To provide a 24-h overall mean expression level, the data over a 24-h time period in each group were also averaged and are expressed using a bar graph format. Data are the mean ± SEM. *P<0.05, **P<0.01, unpaired two-tailed Student's *t*-test.

We also found that the disrupted LD cycle altered the expression of metabolic genes. Under the fixed LD cycle regimen, the glucose transporter genes (*Glut1* and *Glut4*), a glycolytic gene (*Pgam1*), and a gene within TCA cycle (*Ogdh*) all exhibited diurnal variations in their expression in heart tissue from both NS-infused and PE-infused mice (Figure S4B and Figure 6B, respectively). Similarly, expression levels of genes associated with fatty acid transport (*Cpt2*) and β oxidation (*Ppara*, *Ehhadh*, and *Hadha*) also displayed diurnal patterns when exposed to the fixed LD cycle condition (Figure 6C and Figure S4C). Under the disrupted LD cycle, we expected phase-shifted expression patterns of these metabolic genes, as observed with clock gene expression; however, interestingly, these metabolic genes showed changes in their expression levels (i.e., downregulation) rather than altered expression rhythms when the animals were subjected to the disrupted LD cycle (Figure 6, B and C, Figure S4, B and C). In particular, when overall 24-h expression levels were averaged, a significant decrease was observed in *Glut4*, *Ppara*, and *Ehhadh* in PE-infused animals (Figure 6, B and C) and in *Glut1* and *Ppara* in NS-infused mice (Figure S4, B and C).

### Chronic circadian desynchronization disrupts mitochondrial metabolism in the heart

We next examined whether the disrupted LD cycle also altered cardiac mitochondrial metabolism. We analyzed the temporal expression levels of genes involved in mitochondrial structure (fission and fusion) and function (ETC/OXPHOS pathway). Under the fixed LD cycle, fission and fusion genes (*Mnf1*, *Mfn2*, *Drp1*, and *Opa1*) displayed diurnal variations in expression levels in heart tissues from both NS-infused and PE-infused animals (Figure S5A and Figure 7A, respectively). These time-dependent expression patterns were also observed in genes encoding components of the ETC/OXPHOS in tissue from mice exposed to the fixed LD cycle (Figure 7B and Figure S5B). However, when animals were exposed to the disrupted LD cycle, diurnal variations in the expression of genes regulating mitochondrial structure and function were dampened in both NS-infused and PE-infused animals (Figure 7, A and B, Figure S5, A and B). Importantly, the dampened expression rhythms in these mitochondrial-related genes were more profound in PE-infused animals than in NS-infused mice. Specifically, the overall 24-h expression levels of 10 of 12 examined genes were significantly decreased in PE-infused mice (Figure 7, A and B), whereas significant decreases were detected only in 7 of 12 genes in NS-infused animals (Figure S5, A and B), indicating that the regulation of gene expression associated with mitochondrial metabolism is more susceptible to disrupted LD cycles in pathologic hearts compared with healthy hearts. This idea is further supported by our observation that the disrupted LD cycle significantly reduced the enzyme activity of complex I only in PE-infused animals (Figure 7C) but not in NS-infused animals (Figure S5C). It should be noted that, although we observed dampened expression rhythms of genes regulating mitochondrial dynamics in heart tissue from animals exposed to the disrupted LD cycle (Figure 7A and Figure S5A), ultrastructural examinations did not show a difference in mitochondrial morphology between animals subjected to the fixed and disrupted LD cycles (Figure 7D and Figure S5D), indicating that the altered mitochondrial metabolism induced by disrupted LD cycles was not due to an alteration in the number of mitochondria.

**Figure 7:**
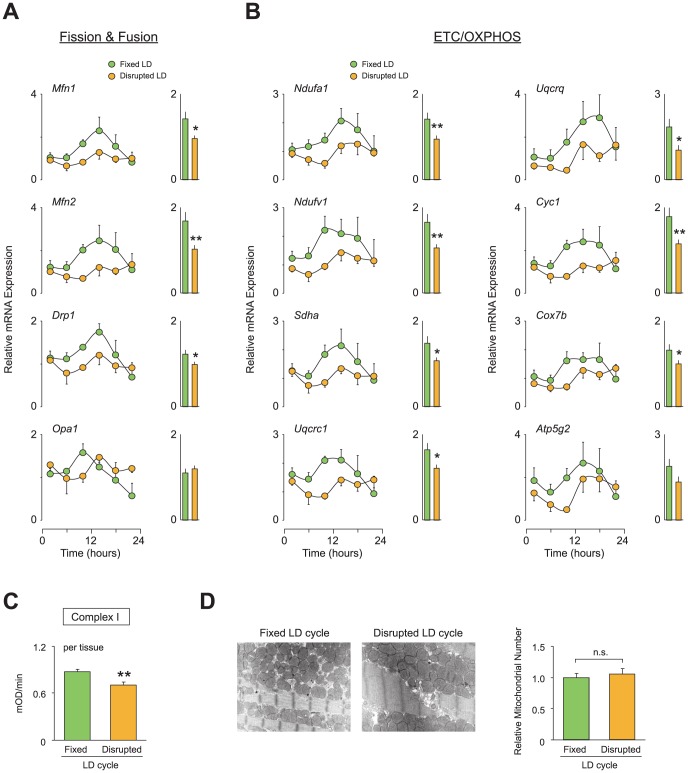
Circadian desynchronization impairs mitochondrial function in the hearts of C57BL/6J mice with PE-induced cardiomyopathy. (A-B) Relative expression levels of genes regulating (A) mitochondrial structure or (B) mitochondrial oxidative metabolism in heart. All heart tissues used are from PE-infused animals subjected to either a fixed or a disrupted LD cycle as described in Figure 5A (n = 4 per group per time point). To provide a 24-h overall mean expression level, the data over a 24-h time period in each group were also averaged and are expressed in bar graph format. (C) Enzymatic activity of complex I in PE-infused animals exposed to a fixed or disrupted LD cycle (n = 4–5 per group). The complex I activity is expressed per milligram of tissue used for mitochondrial isolation. (D) The relative number of mitochondria in the left ventricular muscle was counted using electron microscope images. Representative images are shown. Data are the mean ± SEM. *P<0.05, **P<0.01, unpaired two-tailed Student's *t*-test.

## Discussion

### Heart *Bmal1* is an important component for the maintenance of cardiac function

Our findings that *H-Bmal1* ^−/−^ mice develop severe, progressive heart failure with age and display a markedly shorter life span, likely due to cardiac decompensation, indicate that *Bmal1* gene expression in the heart is an important component that maintains normal cardiac function throughout life. Of note, we did not find changes in rhythms in locomotor activity and blood pressure in *H-Bmal1* ^−/−^ animals, suggesting that reduced function of *Bmal1* ^−/−^ in the heart is not secondary to alterations in behavioral and/or cardiovascular rhythms but instead is primary to cardiac *Bmal1* dysfunction. Although similar cardiac phenotypes have been shown in previous reports using whole-body *Bmal1* knockout mice [3], our findings strengthen the molecular evidence that *Bmal1* in the heart is indeed required to regulate cardiac function because whole-body *Bmal1* knockout animals exhibited various phenotypic disorders that may affect cardiac function, such as dampened diurnal rhythm in blood pressure and metabolic disorders [11], [12], [39].

### Defects in the circadian clock system impair cellular energy metabolism in the heart

Although defects in the function of clock genes other than the *Bmal1* gene also affect the structure and/or the function of the heart [1], [35], the precise molecular mechanisms that connect the circadian clock system to cardiac function have not yet been fully delineated. Recently, the regulation of cardiac electrophysiology has been reported to be controlled by clock genes [40], indicating that the primary function of cardiomyocytes is linked to the circadian clock system. Herein, we demonstrate that the expression levels of broad classes of genes that regulate fundamental cellular metabolism, such as fatty acid and glucose oxidation, are altered in *Bmal1* ^−/−^ hearts. In addition, we observed that heart tissue from C57BL/6J mice exposed to a disrupted LD cycle showed a significant decrease in the 24-h overall expression levels of genes that are essential for glucose and lipid metabolism, suggesting that the circadian clock system (i.e., the internal clock and the external LD cycle, which together coordinate physiological processes) is required to regulate cellular energy metabolism in the heart. These findings are consistent with previous studies demonstrating that fat metabolism in the heart is impaired in *Clock* mutant animals [2], [41].

Using mouse genetic models, a considerable link between the molecular clock machinery and energy metabolism has been shown, particularly in metabolic organs including fat and liver [42], [43], [44], [45]. For example, fat deposition is increased in the adipose tissue of mice carrying a mutant *Clock* gene [46]. Dysregulation of hepatic glucose metabolism has been demonstrated in mice without *Bmal1* function [10], [11]. Although it is not yet clear how the molecular clock participates in the regulation of glucose and lipid metabolism, transcription factors and their related molecules have been proposed as key components that link the circadian and metabolic systems [42]. PPARα, a key transcriptional regulator of FAO binds to the *Bmal1* promoter [33]. The transcription of the gene encoding PPARα is in turn activated by the BMAL1 protein together with its heterodimerized partner CLOCK [34], suggesting a reciprocal regulation of gene expression between circadian and metabolic transcription factors. PGC-1α, a major regulator of mitochondrial biogenesis and respiration, also interacts with a gene regulatory network of the circadian clock [32]. We found that expression levels of both the *Ppara* and *Ppargc1a* genes, which encode PPARα and PGC-1α, were significantly downregulated in *Bmal1* ^−/−^ hearts. Furthermore, a significant decrease of *Ppara* expression was also observed in heart tissue from C57BL/6J animals subjected to chronic reversal of the LD cycle. These results indicate that circadian disorder imposed either by the deletion of the core clock gene or by a disruption of the LD cycle may impair cellular energy metabolism in the heart due to alterations in the regulation of these metabolic transcription factors.

Because the dysregulation of transcription factors has been implicated in heart failure pathogenesis, our observation that the expression levels of metabolic transcription factors are decreased in *Bmal1* ^−/−^ hearts provides insight into the basis for reduced cardiac function in *H-Bmal1* ^−/−^ animals. Among a series of transcription factors, the dysregulation of PPARs, ERRs, and their transcriptional coactivators is involved in the progression of heart failure. Altered function of PPARα induces cardiac hypertrophy in mice [27], [28]. ERRs participate in the regulation of genes associated with cardiac function not only in adult hearts but also in postnatal hearts [29], [30]. In addition, deletion of the gene encoding PGC-1α alters contractile function of cardiac muscle [31]. Our findings that *Ppara* and *Ppargc1a* were downregulated in *Bmal1* ^−/−^ hearts provide additional evidence that circadian and metabolic transcription factors coordinate a gene regulatory network that affects cardiac performance.

### The circadian clock is required for mitochondrial dynamics and bioenergetics in the heart

Increasing evidence suggests that dysregulation of metabolic transcription factors, such as PPARα and PGC-1α, underlie the defects in mitochondrial structure and function in the failing heart. An alteration in transcriptional control by PPARα induces the dysregulation of a series of genes encoding mitochondrial FAO enzymes in the heart [47]. In addition, dysfunction of PGC-1α also causes abnormalities in both mitochondrial structure and function in the failing heart [48]. Consistent with these previous studies, we observed that a majority of genes associated with mitochondrial FAO, fission and fusion, and the ETC/OXPHOS are significantly decreased in *Bmal1* ^−/−^ hearts. These data support the conclusion that the reduced cardiac function observed in *H-Bmal1* ^−/−^ mice is caused by defects in the generation of mitochondrial bioenergy due to the abnormal regulation of metabolic transcription factors in the heart. In addition, we also observed that a circadian disorder imposed by the disrupted LD cycle also reduces the expression of genes involved in the ETC/OXPHOS pathway, suggesting that perturbation of overall function of the circadian clock may also induce mitochondrial defects in the heart. Of note, these changes were enhanced in PE-infused pathologic hearts compared with healthy hearts, indicating that mitochondrial function in the diseased heart is more susceptible to disorders of the circadian system.

A close association between the circadian clock and mitochondria-based cellular metabolism has been indicated in a series of studies focusing on the regulation of cellular redox. For example, the DNA binding activity of CLOCK:BMAL1 is influenced by the ratio of NAD^+^ and NADH [15] and PARP-1 (poly(ADP-ribose) polymerase 1) [49], an NAD^+^-dependent ADP-ribosyltransferase. Furthermore, CLOCK:BMAL1 is, in turn, involved in NAD^+^ synthesis by directly regulating the expression of NAMPT (nicotinamide phosphoribosyltransferase) [50], [51], the rate-limiting enzyme of the NAD^+^ salvage pathway. Consistent with these previous studies, we noted a significant decrease in NAD^+^ levels in *Bmal1* ^−/−^ hearts. The decrease in NAD^+^ levels in *Bmal1* ^−/−^ hearts may also be caused by reduced activity of mitochondrial complex I because a large portion of the oxidative conversion from NADH to NAD^+^ in the cell is undertaken by complex I. Of interest, *Bmal1* ^−/−^ hearts also showed reduced NADH levels. This observation is consistent with our gene expression analysis, which showed that a wide range of genes that are associated with TCA cycle and FAO, two major pathways that convert NAD^+^ into NADH, are downregulated in *Bmal1* ^−/−^ hearts. The reduction of both NAD^+^ and NADH levels indicates the uncoupling of the TCA cycle and ETC/OXPHOS pathway in *Bmal1* ^−/−^ hearts because the TCA cycle functions as a direct source of intramitochondrial NADH for the ETC, which, in turn, supplies NAD^+^ to the TCA cycle. Although the precise mechanisms that cause the decrease in expression of genes involved in FAO, TCA cycle, and ETC/OXPHOS in *Bmal1* ^−/−^ hearts remains to be elucidated, our data suggest that clock machinery is required to maintain cellular redox and mitochondrial function in the heart.

In conclusion, our findings that *H-Bmal1* ^−/−^ mice show mitochondrial defects in the heart, together with pathologic cardiac remodeling, indicate that the molecular clock machinery plays an important role in maintaining cardiac function by regulating mitochondrial dynamics and bioenergetics. In addition to the genetic model, we found that a circadian disorder imposed by disrupting the LD cycle also induced a striking effect on the expression levels of genes regulating mitochondrial energy metabolism, suggesting that the overall function of the internal clock, which is coupled to the external LD cycle, is essential for the maintenance of mitochondrial energy metabolism in the heart. Gaining further insight on how the molecular clock balances the capacity of mitochondrial metabolism in the heart based on the external cycle may pave new avenues to understand the pathogenesis of heart failure.

## Materials and Methods

### Mice

C57BL/6J mice bearing the modified *Bmal1* gene containing *loxP* sites [B6.129S4(Cg)-*Arntl^tm1Weit^*/J; stock number 007668] and transgenic mice expressing Cre recombinase driven by the αMHC promoter [B6.FVB-Tg(Myh6-cre)2182Mds/J; stock number 011038] were purchased from Jackson Laboratory and crossed to generate *H-Bmal1* ^−/−^ mice. We used littermate animals that harbored the floxed *Bmal1* gene but not the *Cre* transgene as controls. Both the strategy used and confirmation of the heart-specific deletion of the *Bmal1* gene are delineated in Figure S6. During the experiments, these mice were maintained on a 12∶12 LD cycle unless otherwise noted.

In all experiments in which disrupted LD cycles were applied, we used C57BL/6J mice obtained from Charles River Laboratories Japan, Inc. (Yokohama, Japan). All mice in the disrupted LD cycle group were subjected to reversals of the LD cycle every 3 days for a total 18 days. The LD reversal regimen began when the animals were 9 weeks of age. The animals in the fixed LD cycle group were exposed to a constant 12∶12 LD cycle until the end of the experiment. Osmotic pumps (ALZET model 1004, DURECT, Cupertino, CA) were used for long-term treatment with PE (30 mg/kg/day) or NS (control). Pumps were implanted subcutaneously under light anesthesia on the day when the disrupted (or fixed) LD regimen began.

In all experiments, male animals that had ad libitum access to food and water were used.

### Behavioral analysis

The locomotor activity of the animals was monitored using a Supermex system (Muromachi Kikai, Tokyo, Japan). In this system, a sensor counts the movements of the mouse, which is individually housed in a home cage, by detecting the radiated body heat. Data were recorded continuously in 1-min bins using a data collection program (CompACT AMS, Muromachi Kikai).

### Echocardiographic analysis

Transthoracic echocardiography was performed using a 15-MHz linear-array probe. The images were obtained in M-mode (left parasternal short-axis). All echocardiograms were performed blinded to the mouse genotype or condition used. LV fractional shortening was calculated using the formula (LVIDd-LVIDs)/LVIDd x 100.

### Life-span analysis

Animals for the longevity study were not used for any other physiological, biochemical, or molecular experiments. All mice for the longevity study were carefully inspected every day. The endpoint of life was when the animal was found dead during daily inspections. Moribund animals were humanely euthanized under isoflurane anesthesia by cervical dislocation upon presentation of defined criteria (diminished response to stimuli, lethargy, and failure to thrive), and the time of euthanasia was used as the endpoint. Any animals which did not meet these criteria were allowed to proceed to a natural death; however, alternative endpoints were considered when any of the following symptoms was found: 1) inability to reach food and water, 2) inability to remain upright, 3) weight loss (more than 15%). All efforts (ex. having food and water easily accessible) were made to minimize suffering of the animals. The survival data for each genotype were analyzed by plotting the Kaplan-Meier curves and performing log-rank tests.

### Tissue collection and RNA extraction

The left ventricles of hearts were used to extract total RNA. Tissues from *H-Bmal1* ^−/−^ (n = 6) and their controls (n = 6) were collected at ZT2 of the LD cycle. In the experiments employing the LD reversal regimen, heart tissues from C57BL/6J mice were obtained every 4 hours beginning at ZT2 on day 19 of the LD reversal regimen (n = 4 per group per time point). Total RNA was extracted from frozen tissue with TRIzol reagent (Invitrogen, Carlsbad, CA). The specific procedures for microarray analysis and quantitative PCR are described below.

### Microarray analysis

Heart total RNA extracted from six animals per genotype (control and *H-Bmal1* ^−/−^) was pooled and then used for a microarray analysis. We used a commercially available DNA microarray service (Takara Bio, Otsu, Japan). For this service, cyanine-3 (Cy3)-labeled cRNA was prepared from 0.5 µg total RNA. Cy3-labeled cRNA (1.65 µg) was fragmented and hybridized to the SurePrint G3 Mouse (8x60K) Microarray (Agilent Technologies, Santa Clara, CA) using standard procedures. After hybridization, the microarrays were washed with GE Wash Buffer 1 (Agilent) for 1 min at room temperature and for another 1 min with GE Wash Buffer 2 (Agilent). The microarrays were then dried by centrifugation and scanned by an Agilent DNA Microarray Scanner (G2565CA). For data processing, the scanned images were analyzed using Feature Extraction Software 10.5.1.1 (Agilent) to obtain (background-corrected and normalized) signal intensities. Gene expression levels were graphically represented in heat maps, which were created by the freely available software MultiExperiment Viewer (MeV; http://www.tm4.org/mev.html) [52].

### Quantitative RT-PCR

First-strand cDNA was synthesized using 0.25 µg of total RNA and the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA). Quantitative PCR was performed and analyzed using a TP850 Thermal Cycler Dice Real-time System (Takara Bio). Samples contained 1 X SYBR Premix Ex Taq II (Takara Bio), 1000 nM of each primer, and cDNA in a 10 µl volume. The PCR conditions were as follows: 30 sec at 95°C, then 35 cycles of 5 sec at 95°C and 30 sec at 60°C. Expression levels relative to *Gapdh* were calculated using the comparative C_T_ method. The sequences of primers used for the quantitative RT-PCR are shown in Table S1.

### Histology and electron microscopy

Tissues were fixed in 4% paraformaldehyde, processed and embedded in paraffin prior to sectioning (4 microns), and stained with H&E for overall morphology and with Masson's trichrome to detect fibrosis. Heart tissues for transmission electron microscopy were cut into 1-mm pieces that were fixed immediately after collection in 2.5% glutaraldehyde in 0.1 M phosphate buffer (pH 7.4), and stored at 4°C. Post-fixation was performed in 2% OsO4 (4°C). Subsequently, samples were dehydrated and embedded in epon. Ultrathin sections were examined using a H-7100 electron microscope (Hitachi High-Technologies, Tokyo, Japan). The number of cardiac mitochondria was determined from electron microscope images. For each mouse genotype (i.e., control vs. *H-Bmal1* ^−/−^) and condition used (i.e., fixed vs. disrupted LD cycle and NS vs. PE infusion), at least 5 different images were examined in a blinded fashion.

### mtDNA quantification

To extract DNA, a small piece of heart tissue was incubated in 50 mM NaOH at 95°C and then neutralized with Tris buffer (pH 5.5). Quantitative PCR was performed using 200-fold diluted DNA, 1 X SYBR Premix Ex Taq II (Takara Bio), and 1000 nM of each primer [mtDNA-specific primers (16S rRNA): forward 5′-CCGCAAGGGAAAGATGAAAGAC-3′, reverse 5′-TCGTTTGGTTTCGGGGTTTC-3′; nDNA specific primers (hexokinase 2): forward 5′-GCCAGCCTCTCCTGATTTTAGTGT-3′, reverse 5′-GGGAACACAAAAGACCTCTTCTGG-3′] in a 10 µl volume. The PCR conditions were as follows: 30 sec at 95°C and then 40 cycles of 5 sec at 95°C and 30 sec at 56°C. Results were calculated based on differences in threshold cycle values for mtDNA and nDNA. The data are expressed as the ratio of mtDNA to nDNA copy number.

### Mitochondrial isolation and protein assay

Mitochondria were isolated from heart tissues using a differential centrifugation method following the manufacturer's protocol (BioChain Institute, Newark, CA). Briefly, 50-mg heart tissue samples were homogenized in isolation buffer. The homogenates were transferred to tubes and centrifuged at 600 *g* for 10 min at 4°C. The supernatants were again centrifuged at 12 000 *g* for 15 min at 4°C to isolate the mitochondrial pellet. The pellet was resuspended in mitochondrial isolation buffer. These centrifugation processes were then repeated once more to obtain the pure mitochondrial sample. The protein concentrations of the mitochondrial samples were determined using a Bradford protein assay kit (Nacalai Tesque, Kyoto, Japan).

### Biochemical assays

The enzymatic activities of mitochondrial complex I and IV were determined using the pure mitochondria isolated from the heart tissue. Complex I activity was analyzed using a microplate assay kit (EMD Millipore, Darmstadt, Germany). For this assay, complex I activity is measured based on the oxidation of NADH to NAD^+^, which leads to an increase in absorbance at 450 nm. The activity of complex IV was measured using the Cytochrome C Oxidase Activity Assay Kit (BioChain Institute), for which the oxidation of reduced cytochrome c at 550 nm was monitored.

### NAD^+^ and NADH measurements

The NAD^+^ and NADH levels in heart tissue were determined using the EnzyChrom NAD^+^/NADH Assay Kit (BioAssay Systems, Hayward, CA) according to the manufacturer's instructions.

### Statistical analyses

All results are presented as the means ± SEM. Survival analysis was performed using the Kaplan-Meier method, and significance was calculated based on log-rank tests. Two-way ANOVAs followed by Scheffe's post-hoc tests were used when data contained two variable factors (i.e., fixed vs. disrupted LD cycle and NS vs. PE infusion). All other comparisons were performed using unpaired two-tailed Student's *t*-tests to determine significance. In all cases, a *P* value of less than 0.05 was considered significant.

### Study approval

All animal care and use procedures were approved by the Wakayama Medical University Institutional Animal Care and Use Committee (Wakayama Medical University Permit Number: 497).

## Supporting Information

Figure S1 **Behavioral and cardiovascular rhythms are unaltered in** ***H-Bmal1*** **^−/−^ mice.** (A) Two representative actograms from control (left column) and *H-Bmal1* ^−/−^ (right column) animals. Activity counts are indicated by the vertical black marks. The records are double plotted such that each day's record is presented both to the right of and beneath that of the previous day. For the first 10 days, animals were maintained on a 12∶12 h light-dark (LD) cycle, denoted by the bar above the record. The animals were then transferred to constant darkness (DD) on the day indicated by the horizontal line at the right margin. The free-running period and the amplitude of the circadian rhythm in control and *H-Bmal1* ^−/−^ mice are shown in bar graphs (n = 8 per genotype). The free-running period was calculated as the duration of time between the major activity periods on consecutive days. The amplitude of the locomotor activity rhythm was determined using fast Fourier transformation (FFT), which estimates the relative power of the approximately 24-h periodic rhythm compared with all other periodicities. (B) Profiles of 24-h systolic and diastolic blood pressures (BPs) and heart rates (HRs) in control (black lines, n = 4) and *H-Bmal1* ^−/−^ (gray lines, n = 4) mice. Animals were maintained on a 12∶12-h LD cycle (indicated by the bar at the bottom). Each cardiovascular parameter was averaged over the 12-h light and 12-h dark periods and is expressed using a bar graph. Data are the mean ± SEM. Data were compared using unpaired two-tailed Student's *t*-test.
(EPS) Click here for additional data file.

Figure S2 **Severely impaired cardiac function in 24-week-old** ***H-Bmal1*** **^−/−^ mice.** (A) Ratios of heart weight to body weight (HW/BW) at 24 weeks of age (n = 6 per group). (B) Echocardiographic analysis in 24-week-old control and *H-Bmal1* ^−/−^ animals (n = 9–12 per group). LV internal diameter at diastole (LVIDd) and at systole (LVIDs) and fractional shortening (FS) are shown in bar graph format. Data are the mean ± SEM. *P<0.05, **P<0.01, unpaired two-tailed Student's *t*-test.
(EPS) Click here for additional data file.

Figure S3 **Mitochondrial abnormalities in the hearts of 24-week-old** ***H-Bmal1*** **^−/−^ mice.** (A) Representative electron micrographs of sections taken from the left ventricular muscle from control and *H-Bmal1* ^−/−^ mice at two different magnifications. (B) The mitochondrial protein concentration of control and *Bmal1* ^−/−^ heart preparations (n = 8 per group). (C) The mitochondrial DNA to nuclear DNA ratio in control and *Bmal1* ^−/−^ hearts (n = 6 per group). (D-E) Enzymatic activities of (D) complex I and (E) complex IV in control and *Bmal1* ^−/−^ hearts (n = 8 per group). The activities of these mitochondrial respiratory enzymes are expressed either per milligram of tissue used for mitochondrial isolation (top panels) or per microgram of mitochondrial protein (bottom panels). (F) NAD^+^ and NADH concentrations in control and *Bmal1* ^−/−^ hearts (n = 6 per group). Data are the mean ± SEM. *P<0.05, **P<0.01, unpaired 2-tailed Student's *t*-test.
(EPS) Click here for additional data file.

Figure S4 **Circadian desynchronization not only disrupts rhythms but also reduces the expression levels of clock and metabolic genes in the hearts of NS-infused C57BL/6J mice.** (A-C) Relative expression levels of genes regulating (A) clock machinery as well as (B) glucose and (C) lipid metabolism in the heart. All heart tissues used were from the NS-infused animal group subjected to either a fixed or a disrupted LD cycle as described in Figure 5A (n = 4 per group per time point). To provide a 24-h overall mean expression level, the 24-h data were also averaged and are expressed using a bar graph format. Data are the mean ± SEM. **P<0.01, unpaired 2-tailed Student's *t*-test.
(EPS) Click here for additional data file.

Figure S5 **Circadian desynchronization impairs mitochondrial function in the hearts of NS-infused C57BL/6J mice.** (A-B) Relative expression levels of genes regulating (A) mitochondrial structure and (B) mitochondrial oxidative metabolism in heart. All heart tissues used were from the NS-infused animal group subjected to either a fixed or a disrupted LD cycle as described in Figure 5A (n = 4 per group per time point). To provide overall 24-h mean expression levels, data from over a 24-h time period in each group were also averaged and are expressed using a bar graph format. (C) Enzymatic activity of complex I in NS-infused animals exposed to a fixed or disrupted LD cycle (n = 8 per group). The complex I activity is expressed per milligram of tissue used for mitochondrial isolation. (D) The relative number of mitochondria in the left ventricular muscle was counted using electron microscope images. Representative images are shown. Data are the mean ± SEM. *P<0.05, unpaired two-tailed Student's *t*-test.
(EPS) Click here for additional data file.

Figure S6 **Heart-specific disruption of the** ***Bmal1*** **conditional allele.** (A) Scheme showing the conditional knockout of exon 8, which encodes the basic helix-loop-helix domain of the BMAL1 protein. Triangles, *loxP* sites; bars with base pair (bp) markers, sites and sizes of PCR products diagnostic of the heart-specific disruption of the *Bmal1* gene. (B) Confirmation of the heart-specific deletion of exon 8 in the *Bmal1* gene of *H-Bmal1* ^−/−^ mice. PCR products amplified from genomic DNA, which were extracted from the heart tissue of a control mouse (homozygous *Bmal1* conditional, no *Cre*) and from the heart, lung, and kidney tissues of an *H-Bmal1* ^−/−^ mouse (homozygous *Bmal1* conditional, *Myh6Cre*).
(EPS) Click here for additional data file.

Table S1 Primer sequences used for quantitative RT-PCR.
(DOCX) Click here for additional data file.

Materials S1 **Materials and methods for analysis of cardiovascular parameters.**
(DOCX) Click here for additional data file.

# Supplementary material for: The Circadian Clock Maintains Cardiac Function by Regulating Mitochondrial Metabolism in Mice
**Source:** PLoS One. 2014 Nov 12;9(11):e112811. doi: 10.1371/journal.pone.0112811
**Supplement:** Table S1 — Primer sequences used for quantitative RT-PCR.

**Table S1. Primer sequences used for quantitative RT-PCR**

# Supplementary material for: The Circadian Clock Maintains Cardiac Function by Regulating Mitochondrial Metabolism in Mice
**Source:** PLoS One. 2014 Nov 12;9(11):e112811. doi: 10.1371/journal.pone.0112811
**Supplement:** Materials S1 — Materials and methods for analysis of cardiovascular parameters.

**Materials S1**

***Analysis of cardiovascular parameters.***

Arterial blood pressure and heart rate were telemetrically monitored in conscious, freely moving 12-week-old mice using a pressure-sensing catheter connected to a battery-operated transmitter (PA-C10, Data Science International, St Paul, MN). Under anesthesia [a mixture of ketamine (100 mg/kg, i.p.) and xylazine (10 mg/kg, i.p.)], the catheter was inserted into the aortic arch via the common carotid artery, and the transmitter was then placed in a subcutaneous pouch along the animal's flank. After 1 week of recovery period, data were collected via a receiver (RPC-1; Data Science International). The data collected were stored and analyzed using a computerized system (PowerLab/8s; ADInstruments Japan, Inc., Nagoya, Japan) to determine 24-h diurnal variations in systolic and diastolic blood pressures and heart rate. These cardiovascular parameters were monitored for the first 30 sec of every 5 min for at least 2 days. Results at each time point represent an average over 2 consecutive days.

How the deposited data were processed for this re-analysis (not part of the article)

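The data are 2 microarrays of left ventricular RNA, 1 for control mice and 1 for *H-Bmal1* -/- mice, each hybridized with a pool of RNA from 6 animals aged 12 weeks and collected at ZT 2. The authors used Agilent SurePrint G3 Mouse 8x60K arrays in a single color. The deposited intensities are the processed signal that Agilent Feature Extraction made from the scanned images by subtracting background and correcting spatial trends, on a linear scale and not scaled between arrays. The paper and the submitters' processing notes give Feature Extraction 10.5.1.1, whereas the scanner output names 10.10.1.1. The authors' deposited value table was set against the scanner output spot by spot. It held the processed signal times 1 factor per array (log2 2.45 for the control and 2.31 for the knockout array), on a linear scale and not centered by gene, with medians of 67.2 and 64. The rule behind that factor is not given in the sources used here, and the table served as an alternative.

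From the processed signals, log2 was taken and the 75th percentile over noncontrol spots of the same array was subtracted. Control spots were left out, as were 269 spots with an outlier flag on either array. Spots of a probe were averaged. Of 55676 probes, 26753 were matched through an accession to a symbol in a table of mouse RefSeq genes of GRCm38.p6, used for names only, and 1634 probes with a RefSeq accession and 27289 with another kind of name were not. Of 28411 probes well above background on at least 1 array, 10363 have no symbol here and enter no gene count. Names that had changed were followed for Atp5f1, *Ctgf* and Pkm2, now *Atp5pb*, *Ccn2* and *Pkm*. Ciart and Per3, which the lists hold, were not measured. Of 13842 genes measured, 472 were well above background in the knockout pool only and 324 in the control pool only. Of 3539 genes with more than 1 measured probe, 1098 (31.0%) had probes on both sides of 0.

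The arrays differ by genotype and hold 1 pool each, so no test across replicates was possible and none was made. The number of arrays limits the precision. Pooling averages over animals and leaves no measure of the spread between them. On the arrays themselves, the median coefficient of variation between spots of 1 probe was 4.27% on the control array and 4.44% on the knockout array, and the 95th percentile of the SD of the log2 ratio between such spots was 0.26. The log2 signals of the arrays had a correlation of 0.991 across 28009 spots well above background on both, which is across spots and not across replicates.

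In all, 39 gene lists were written from textbook knowledge, 15 of them for the paper's own themes and the others for complexes, clock genes, stress responses, ion channels, ribosomal proteins and markers of the cell types a ventricle can hold. A further 24 groups were read from the paper's heat maps and are given as counts, without a percentile among random lists. For the membrane potential group of Figure 3A a median is given as well. Genes were named by a rule with 4 parts: every gene the paper names for the microarray or for quantitative PCR in these hearts, the up to 3 lowest and 3 highest members of each list and group, the 12 highest and 12 lowest genes of the array that have a symbol other than a clone name, are well above background on both arrays and have all probes on one side of 0, and all clock genes. The colors of the heat maps had been seen when this rule was written. Some genes that the rule names are not reported here. For the random lists, genes were matched in 20 bins of mean signal.

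The alternatives were quantile normalization, scaling to the median of probes well above background on both arrays, no scaling, scaling to the E1A spike-in probes (7 probes), cyclic loess, 2 other filters on dim probes, the brightest probe of each gene, removal of saturated spots, the authors' value table and other thresholds of size. A normexp correction with an offset of 50 was planned on the mean signal, a column that the scanner output used here does not hold. It was run on the median signal and the median local background, which was chosen after the files had been seen. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.

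The steps were tested on simulated arrays of 13370 measured genes with 200 genes changed, made for the comparison of the knockout with the control array. Of 50 genes changed by 1.5-fold, 44.0% were counted at 1.5-fold, as were 100% of those changed 2-fold or 4-fold, and 0 unchanged genes were counted. These rates depend on the noise chosen for the simulation and give no error rate for the real arrays. A list of 40 genes shifted by -0.2 came out with a median of -0.18 at percentile 0.0, and 1 of 20 lists with no shift fell outside the central 95% of random lists.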

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

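Of the tests weighed here, the comparison of fibroblast with endothelial markers, both tests of more fibroblast RNA and the test of scaling for the matrix genes were chosen after the result was seen. The others were set beforehand.

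Genes outside those the paper discusses were among the highest of those well above background on both arrays. *Myh7*, the fetal myosin heavy chain, had a log2 ratio of 3.69, the stress cytokine *Gdf15* 3.35 and *Cilp*, a matrix protein, 3.17. Next came *Slc17a7*, a vesicular glutamate transporter, at 2.99, the fucosyltransferase gene *Fut7* at 2.97, *Fhit* at 2.94, *Dnah6*, an axonemal dynein, at 2.84, *Ankmy1* at 2.82 and *Tmem179* at 2.76. *Fut7*, *Ankmy1* and *Tmem179* had control signals of 7.99 to 13.8 before scaling, close to background. *Tmem179* is a mean over 2 probes, of which 1 was not well above background in the control pool, and the other had a log2 ratio of 2.46. After normexp, *Fut7*, *Ankmy1* and *Tmem179* were at 1.17, 1.12 and 0.75 (*Fut7* was at 1.41 with no filter on dim probes), *Slc17a7* at 1.78 and *Dnah6* at 1.46.

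Among clock genes, several that the loop through REV-ERB represses were higher, with log2 ratios of 1.18 for *Npas2*, 0.77 for *Cry1* and 0.72 for *Nfil3*. *Cry2* was at 0.67 and *Per2* at 2.21. *Npas2*, *Cry1* and *Per2* were not well above background in the control pool. As bounds, *Npas2* and *Per2* were at least 1.85-fold and 1.94-fold higher. *Cry1* was 1.70-fold higher by its measured signals, which sets no minimum. After normexp the log2 ratios of *Npas2*, *Cry1* and *Per2* were 0.18, 0.060 and 0.31.

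Lists that the paper does not discuss as such also stood apart, although it does name *Nppa*, *Nppb* and *Ctgf* (now *Ccn2*) of the stress list. The median log2 ratio was 2.66 for cardiac stress and fetal genes, 0.77 for clock genes repressed by REV-ERB (0.43 after normexp), 0.51 for the unfolded protein and integrated stress response and 0.57 for fibroblast markers.

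The first pattern is that genes of oxidative phosphorylation were lower. Random lists matched on signal argue against intensity as the whole cause (percentile 0.0, also under quantile normalization and cyclic loess). The median shrank from -0.19 to -0.13 and -0.14 under these, so a part that depends on intensity stays open. The scalings argue against their choice as the whole cause, since the highest median, without scaling, was still -0.036. Its bootstrap standard error of 0.017 is over genes and holds no error between the arrays. For complex I alone the sign depends on scaling, at 0.01 with 17 of 36 lower without it. The test set beforehand came out on the side of a smaller share of cardiomyocyte RNA, since its lower bound was under 0. The difference of medians between cardiomyocyte structure and oxidative phosphorylation was 0.036, with a 95% bootstrap interval of -0.16 to 0.33. That interval was too wide to show whether both were equally low, so the test leaves a smaller share open. Fibroblast markers lay above endothelial markers by 0.68 (0.26 to 0.95), a gap that a smaller share with all other cell types raised alike would not give. A gain of fibroblast RNA would itself lower the cardiomyocyte share, so the gap does not speak against a smaller share as such. More fibroblast RNA in the knockout pool may account for the pattern and stays open. The median of cardiomyocyte structure, endothelial and smooth muscle genes together differed from that of oxidative phosphorylation by 0.036 (-0.027 to 0.14). The structure genes in that test went both ways, from -0.86 to 0.65, so its median decides little. Immune markers were not in it and were not all lower. Macrophage markers had a median of 0.062 with 9 of 11 higher, lymphocyte markers one of -0.07 and neutrophil markers one of -0.23. A lower expression of the oxidative phosphorylation genes in the knockout cardiomyocytes, the biological reading that the design gives, also stays open and untested.

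The second pattern is that chemokine genes were higher, which held for the genes of Figure 4C but not over the fixed list. Among 21 chemokine genes well above background on both arrays, 11 (52.4%, exact 95% interval 29.8 to 74.3) were above 0, which does not decide whether probes near background could give the pattern. Macrophage markers had a median of 0.062 (0.0028 to 0.14), and 2 of the 11 were lower, so that more macrophages in the knockout pool are neither shown nor excluded. An effect of genotype on single chemokine genes stays open, as untested.

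The third pattern is that extracellular matrix genes were higher. The choice of scaling is argued against, since the lowest median over the scalings was 0.50, after normexp, with a bootstrap standard error over genes of 0.09. More fibroblast RNA in the knockout pool is a candidate explanation that stays open, since the 7 fibroblast markers outside the matrix list had a median of 0.40, which differed from that of the list by -0.16 (-0.50 to 0.37), a wide interval. Higher expression per fibroblast stays open as well, and bulk RNA from pooled ventricles gives no value that would tell.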

How the results depend on the processing

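No paired analysis was possible because each genotype has 1 array. The normexp setting was chosen after the files had been seen, and its offset shrinks the ratios of dim genes by construction. For the other changes the cause was not tested. Without scaling, the median of all genes moved from -0.01 to 0.14, with 1336 genes at least 1.5-fold higher and 527 lower (71.7% higher, against 51.3%). After normexp the counts were 369 and 248, and at 2-fold 334 and 282. The 1.5-fold genes of the reported setting were also 1.5-fold in the same direction in 83.1% of cases without scaling, 36.0% after normexp, 70.1% with only probes well above background on both arrays and 92.1% or more under each other setting. Members lower without scaling were 5 for peroxisomal fatty acid oxidation, 17 for complex I, 46 for oxidative phosphorylation, 1 for fission and fusion, 2 for antioxidant genes, 3 for apoptosis, 3 for autophagy and 6 for chemokines, which had 21 of 34 lower with no filter on dim probes. Members at least 1.2-fold lower were 3 for peroxisomal fatty acid oxidation, 8 for the TCA cycle, 6 for complex I, 17 for oxidative phosphorylation, 6 for biogenesis, 0 for fission and fusion, 1 each for antioxidant genes, apoptosis and autophagy and 5 for chemokines. Of 109 named genes at least 1.5-fold apart, 1 reversed, *Hcn2*, at -0.051 with its brightest probe. Leaving out scaling moves every log2 ratio by 0.15, too little to reverse a 1.5-fold gene, and normexp mainly shrinks ratios. All settings rework the same arrays, so that count says little about stability. Of all 313 named genes, 48 changed sign under some setting. No spot was saturated, so that leaving out saturated spots changed nothing and says nothing about stability. Of the spots, 49.4% were well above background on the control array and 50.0% on the knockout array. For a gene above it on 1 array only, the arrays give a bound, or only a measured ratio near background.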

Differences from the paper's values

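None of the values that the paper states differed from those here by more than 1.5 times in the reported setting. On the array, *Pdk4* was 41.6% lower, *Ppargc1a* 38.3% lower and *Ppara* 30.0% lower, where the paper's quantitative PCR gives 50, 50 and 40. The array values are of 1 pool per genotype scaled to the 75th percentile, and the paper's are relative to *Gapdh*. *Ppargc1a* without scaling, at 31.5%, and *Ppara* without scaling and after normexp, at 22.3% and 26.0%, differ from the paper's by more than 1.5 times. Of the 14 glycolytic genes, 10 were higher here and the paper states 9. With the brightest probe of each gene 9 were higher, since *Gapdh*, white in Figure 2A, was at 0.17 over its probes and at -0.0069 for the brightest.

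Over the heat maps, 332 genes were read by eye, of which 15 were white and 2 were not measured. Of the other 315, 307 had the sign of their color on these arrays and 8 the opposite sign. The figures show *Cox8a*, *Cox7a2l*, *Tfam*, *Ucp3*, *Cat*, *Recql4* and *Cflar* as higher, where the log2 ratios here, given because of that difference and so chosen after the values were seen, were -0.03, -0.01, -0.07, -0.24, -0.05, -0.26 and -0.20. They show *Nrf1* as lower, where it was 0.09. The sign of the figure was reached with the brightest probe for *Cox8a*, *Cox7a2l*, *Tfam*, *Ucp3*, *Cat* and *Nrf1* (0.03, 0.04, 0.08, 0.71, 0.06 and -0.27). It was also reached without scaling, which raises every log2 ratio by 0.15, for *Cox8a*, *Cox7a2l*, *Tfam* and *Cat*, with spike-in scaling and cyclic loess for *Cox8a* and *Cox7a2l* and with quantile normalization for *Cox7a2l*. Normexp, which was chosen after seeing the values, reached it for *Cox8a*, *Cox7a2l*, *Tfam*, *Cat* and *Nrf1*. No setting reached it for *Recql4* and *Cflar*. Opposite signs numbered 3 with the brightest probe, 6 with spike-in scaling, 18 after normexp, 60 without scaling and 8 to 13 under the other settings.

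The paper names gene families whose members went both ways here. It names Sod among genes that were higher, and *Sod3* was higher at 0.20 while *Sod1* and *Sod2* were at -0.05 and -0.13. *Sod1* and *Sod2* were above 0 without scaling (0.10 and 0.02), where the median of all genes was 0.14 and both lay below it, and *Sod1* was above 0 after normexp (0.01), chosen after seeing the values. It names caspases, of which *Casp14* was lower at -0.46 under every setting, and *Casp4* was among those higher at 0.28. It names Timp, and *Timp1* and *Timp2* were higher at 2.45 and 0.34 while *Timp3* and *Timp4* were lower at -0.19 and -0.44 under every setting.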

Other observations

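*Clock* genes lay on both sides of 0 at ZT 2 in the knockout pool. Of 20 measured clock and clock output genes, 11 were lower, with 4 of them at least 1.5-fold lower and 6 others at least 1.5-fold higher (3 after normexp). The median of the 20 was -0.09 at percentile 10.8 of matched random lists, inside their central 95%, and turned above 0 without scaling, at 0.06. *Nr1d1* and *Nr1d2*, which encode REV-ERBα and REV-ERBβ, had log2 ratios of -2.09 and -1.88 (-1.19 for *Nr1d2* after normexp), and *Nampt*, the rate-limiting enzyme of NAD salvage, was at -2.08. The output transcription factors *Dbp*, *Hlf* and *Tef* were at -0.36, -0.52 and -0.09, and *Tef* turned above 0 without scaling. The 9 measured genes that BMAL1 activates had a median of -0.36 (-0.20 without scaling), with 6 lower, at percentile 0.24 of matched random lists, whereas all 5 genes that REV-ERB represses were higher, at percentile 99.8, with 4 of them at least 1.5-fold higher (2 after normexp). *Clock* was at 0.50 and *Per1* at 0.16. A single time of day was measured, so a shift in phase and a change in level are not separated by these arrays.

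Of 17 genes of the unfolded protein and integrated stress response, 12 were higher, at percentile 100 of matched random lists. *Mthfd2*, a mitochondrial enzyme of folate metabolism, was at 2.16 (0.73 after normexp), and *Fgf21*, a secreted stress hormone, was at least 2.76-fold higher (0.66 after normexp). The chaperone gene *Hspa5* and *Herpud1*, of the degradation machinery of the endoplasmic reticulum, were lower at -0.48 and -0.67. Of 16 cardiac ion channel and connexin genes, 13 were lower, with a median of -0.17 at percentile 1.73 (8 lower and -0.020 without scaling). *Kcnj2*, of the inward rectifier current, was at -1.20 (-0.35 after normexp), *Kcnip2*, a subunit of the transient outward channel, at -1.07 and *Kcnj3*, of the acetylcholine-activated channel, at -0.97 (-0.57 after normexp). *Hcn2*, a pacemaker channel, was at 0.63, and at -0.05 for its brightest probe. The lowest genes among those well above background on both arrays also held *Cngb3* (-3.51), *Lgals4* (-2.35), *Btg1c* (-2.35), *Bex1* (-2.33) and *Amy1* (-2.14). After normexp, *Cngb3*, *Btg1c* and *Bex1* were at -1.52, -0.89 and -1.16.

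Markers of other cells and chambers were measured as well. *Sln*, which encodes the atrial protein sarcolipin, was at least 2.75-fold higher (0.54 after normexp), and the 3 measured atrial markers had a median of 0.63 at percentile 96.8 (0.33 after normexp, with 0 of the 3 at 1.5-fold, against 2). All 4 mesothelial markers were lower, with a median of -0.51 at percentile 0.89 (-0.29 after normexp). Of 4 erythroid markers, 3 were higher, with a median of 0.13 at percentile 89.0 (0.23 under quantile normalization and 0.20 after normexp). Of 7 adipocyte markers only *Cfd* (-0.79, or -0.41 after normexp) and *Plin1* were measured. *Plin1* was not well above background in the control pool and its side of 0 is not settled, so that the median of -0.11, which turned above 0 without scaling and with no filter on dim probes, gives no direction.

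Of the 23 genes that the paper measured by quantitative PCR in these hearts, 18 were lower and 5 higher on the array. Those not given above include *Cpt2* at -0.46, *Acsl1* at -0.34 and *Fabp3* at -0.19. Relative to *Gapdh* on the same arrays, *Pdk4* was at 52.0% of the control pool, *Ppargc1a* at 54.9%, *Ppara* at 62.3%, *Ehhadh* at 50.6% and *Nppb* at 182%.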
